# The propionate-GPR41 axis in infancy protects from subsequent bronchial asthma onset

**DOI:** 10.1080/19490976.2023.2206507

**Published:** 2023-05-02

**Authors:** Takashi Ito, Yumiko Nakanishi, Ryohei Shibata, Noriko Sato, Toshi Jinnohara, Sayo Suzuki, Wataru Suda, Masahira Hattori, Ikuo Kimura, Taiji Nakano, Fumiya Yamaide, Naoki Shimojo, Hiroshi Ohno

**Keywords:** Bronchial asthma, allergic disease, microbiota, Scfas, propionate, lactation period, GPR41, Tlrs, human birth cohort

## Abstract

Evidence has accumulated that gut microbiota and its metabolites, in particular the short-chain fatty acid propionate, are significant contributors to the pathogenesis of a variety of diseases. However, little is known regarding its impact on pediatric bronchial asthma, one of the most common allergic diseases in childhood. This study aimed to elucidate whether, and if so how, intestinal propionate during lactation is involved in the development of bronchial asthma. We found that propionate intake through breast milk during the lactation period resulted in a significant reduction of airway inflammation in the offspring in a murine house dust mite-induced asthma model. Moreover, GPR41 was the propionate receptor involved in suppressing this asthmatic phenotype, likely through the upregulation of Toll-like receptors. In translational studies in a human birth cohort, we found that fecal propionate was decreased one month after birth in the group that later developed bronchial asthma. These findings indicate an important role for propionate in regulating immune function to prevent the pathogenesis of bronchial asthma in childhood.

## Introduction

Bronchial asthma (BA), one of the most common allergic diseases in routine clinical practice, is an allergic airway inflammatory disease in which there is an adverse reaction to foreign antigens such as dust mites, pet hair and fungi^1,2^. BA is divided into two subtypes. Atopic asthma is more common and involves allergic reactions to common environmental allergens with elevated levels of IgE in the blood. The other is non-atopic asthma, which is relatively rare, and allergens are not involved; instead obesity and fragile airways are likely implicated^3^. It is estimated that more than 300 million people suffer from BA worldwide and there is an urgent need from a public health perspective to understand the pathogenesis of BA to contain the disease^1,2^.

Maternal lifestyle during the prenatal and lactation periods is known to be an important determinant for the establishment of gut microbiota and the development of BA in their children^4^. Large human epidemiological studies suggest an association between the onset of BA and childhood circumstances, such as the method of infant feeding^5^, the method of delivery^6^ and the presence of pet animals^7^.

In addition, gut microbiota has been implicated in bronchial asthma, especially pediatric bronchial asthma. Gut microbiota changes most dramatically after birth and during infancy and is influenced by the mode of delivery, nutrition, and the maternal skin and gut microbiota. In addition, there are reports showing that changes in gut microbiota during infancy are involved in allergic diseases, particularly bronchial asthma.　For example, Arrietta et al. reported that *Lachnospira*, *Veillonella*, *Fecalibacterium*, and *Rothia* were decreased, accompanied by reduced acetate, in the feces at 100 days after birth in infants at risk of asthma at one year of age^8^.　Moreover, when these authors transplanted feces from an infant at risk of asthma into GF mice, OVA-induced allergic airway inflammation was exacerbated; the allergic airway inflammation was ameliorated by the addition of the above four bacteria to the feces from the same infant^8^. On the other hand, another study reported that the diversity of gut bacteria at one and 12 months correlated with serum IgE and allergic conjunctivitis but not with the onset of bronchial asthma^9^, suggesting the need for further investigations to understand unambiguously the relationship between the gut environment and pediatric asthma.

In recent years, metabolomic analysis has attracted much attention, especially in the intestinal tract, where short-chain fatty acids (SCFAs) and other microbial metabolites affect host immune responses that maintain intestinal homeostasis, and whose dysregulation can lead to disease^10^. In particular, propionate is a major microbial fermentation metabolite in the gut of many animals including humans, and exerts versatile health-promoting effects systemically beyond the gut^11^, including the attenuation of cardiac hypertrophy, fibrosis and vascular dysfunction^12^, as well as the amelioration of colonic inflammation^13^. These studies suggest that propionate in the gut could modulate the pathogenesis of systemic diseases and gut-specific immune responses. However, little is known about whether intestinal propionate is involved in allergic diseases such as BA.

In the present study, we performed mouse studies to show that propionate intake through breast milk during the lactation period can ameliorate airway inflammation in the offspring in a house dust mite-induced asthma model by suppressing eosinophil function through GPR41 signaling. Moreover, a human birth cohort study with fecal microbiome and water-soluble metabolome analyses suggested that decreased fecal propionate in the first month of life was associate with subsequent BA development.

## Results

### Propionate suppresses the asthmatic phenotype

To ask whether propionate intake during the lactation period could attenuate allergic airway inflammation later in life, we used a mouse model of allergic airway inflammation by intratracheal administration of house dust mite (HDM). To this end, newborn mice ingested propionate or other SCFAs during the lactation period through the breast milk of their mothers, who had *ad libitum* access to drinking water containing acetate, propionate or butyrate, or control plain water (Figure 1a). The offspring were then given plain water after weaning at 3 weeks of age and at 6 weeks of age they were sensitized and challenged by intratracheal administration of HDM extract. The numbers of eosinophils, neutrophils and CD4^+^ T cells in the BALF and lung were then measured (Figure 1a). Among the groups, propionate-fed mice had fewer eosinophil and less CD4+ T cell exudation in the airways compared with mice in the other groups (Figure 1b,c). The infiltration of eosinophils in the lung was also significantly reduced in the propionate-exposed mice (Figure 1d,e). These results were also corroborated in mice in which SCFA administration was started immediately after birth (Supplementary Fig. S1C-F).　Moreover, to determine whether these differences in eosinophil counts were due to sex differences, we performed the same experiment in male mice and found that propionate administration decreased eosinophil counts in them as well (Supplementary Fig. S1G-J). Histological analyses also revealed a significant decrease in eosinophil and neutrophil infiltration around the bronchi in the propionate group compared to the other groups of mice (Figure 1f). These results suggest that the administration of propionate during the lactation period attenuated subsequent allergic airway inflammation in mice. Furthermore, HDM-induced production of Th2 cytokines interleukin (IL)-5 and IL-13 by mediastinal lymph node (mLN) cells and bronchoalveolar lavage (BAL) cells was significantly decreased in the propionate group compared with the other three groups; by contrast, a Th17 cytokine IL-17A and a Th1 cytokine IFN-γ were comparable among all four groups (Figure 1g,h). Collectively, these results indicate that the increased intestinal propionate intake in early infancy by administration of propionate during lactation attenuates the development of HDM-induced Th2 responses and thus suppresses the allergic phenotype later in life.

**Figure 1.**
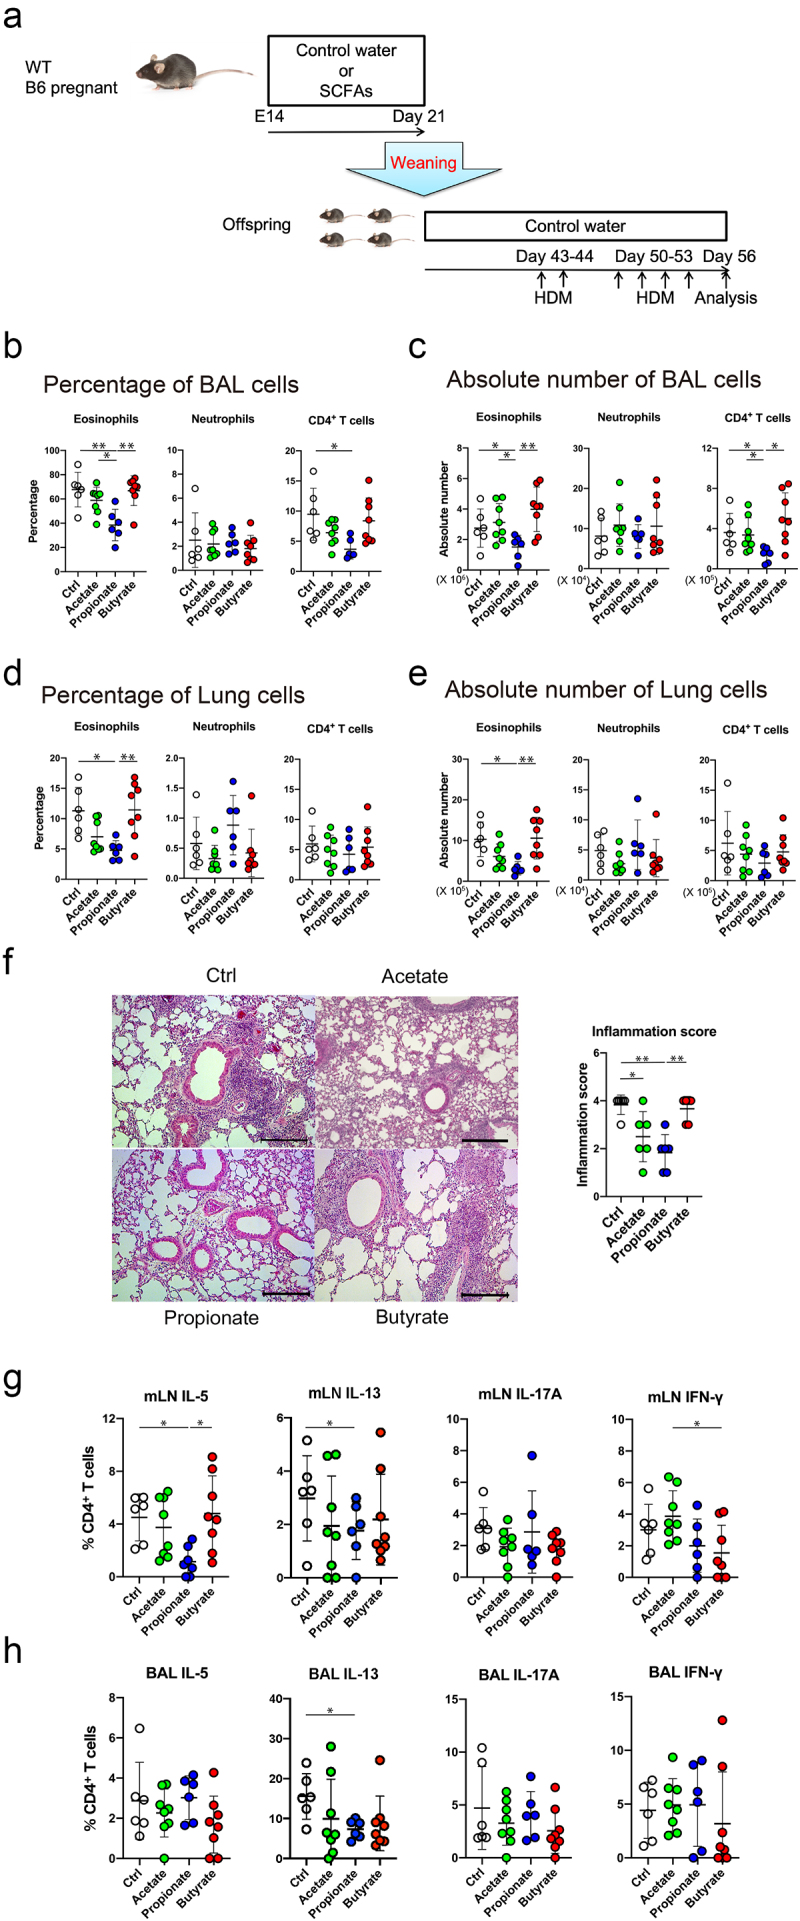
Propionate intake attenuates the eosinophilic airway inflammation and Th2 cytokine production in a murine HDM-induced asthma model. (a) Schematic depiction of the experimental protocol. Details are described in the methods section. (b-e) the percentage (b, d) and absolute number (c, e) of inflammatory cells in the bronchoalveolar lavage (b, c) and lung (d, e) were evaluated 72 h after the last HDM challenge. Data are mean ± SD. *p < 0.05 and **p < 0.01 by one-way ANOVA and Tukey’s test. (f) Representative photomicrographs of lung sections with hematoxylin and eosin staining and histological inflammatory scores. Bars = 50 µm. Data are mean ± SD. *, *p < 0.05 and **p < 0.01 by one-way ANOVA and Tukey’s test. (g, h) the percentage of IL-5-, IL-13, IL-17A, or IFN-γ-producing CD4+ cells in the mediastinal lymph node (mLN) (g) and bronchoalveolar lavage (BAL) (h) by flow cytometry intracellular staining analysis. Data are mean ± SD. *p < 0.05 by one-way ANOVA and Tukey’s test.

### GPR41 mediates the suppressive effect of propionate on airway allergy

It is well known that SCFAs, including propionate, exert some of their effects via G protein-coupled receptors (GPCRs) GPR41 and GPR43 expressed by gut epithelium and immune cells, which play a crucial role in maintaining homeostasis in the gut^14^. Accordingly, we analyzed the involvement of GPR41 and GPR43 in the propionate-mediated suppression of the development of HDM-induced allergic airway inflammation. WT, GPR41 knockout (GPR41^−/−^) and GPR43 knockout (GPR43^−/−^) pregnant mice were divided into a propionate water-drinking group and a control water-drinking group. Propionate was added to the drinking water during the 3 weeks of lactation and the offspring mice were sensitized and challenged with HDM by intra-tracheal administration (Figure 2a). The number of inflammatory cells and cytokine production by the lung and BAL cells were then evaluated. Notably, GPR41^−/−^ mice showed comparable numbers of eosinophils and CD4+ T cells in the BALF and lung-infiltrating eosinophils and neutrophils regardless of propionate exposure (Figure 2b-e, Supplementary Figure S2A-D). Moreover, GPR41 deficiency eliminated the propionate-induced suppression of peribronchial and perivascular inflammation (Figure 2f). The reduced HDM-specific IgG1 production induced by propionate treatment was also abolished in GPR41^−/−^ mice (Supplementary Figure S2E). Furthermore, the production of IL-5 and IL-13 by both mLN cells and BAL cells was comparable between the propionate exposed and control GPR41^−/−^ mice (Figure 2g,h). By contrast, in GPR43-knockout mice, as with WT mice, propionate still ameliorated the allergic airway inflammation and suppressed Th2 cytokine production (Figure 2a-d,g,h). These data suggest that GPR41, but not GPR43, acts as a propionate receptor to protect from HDM-induced allergic airway inflammation in mice.

**Figure 2.**
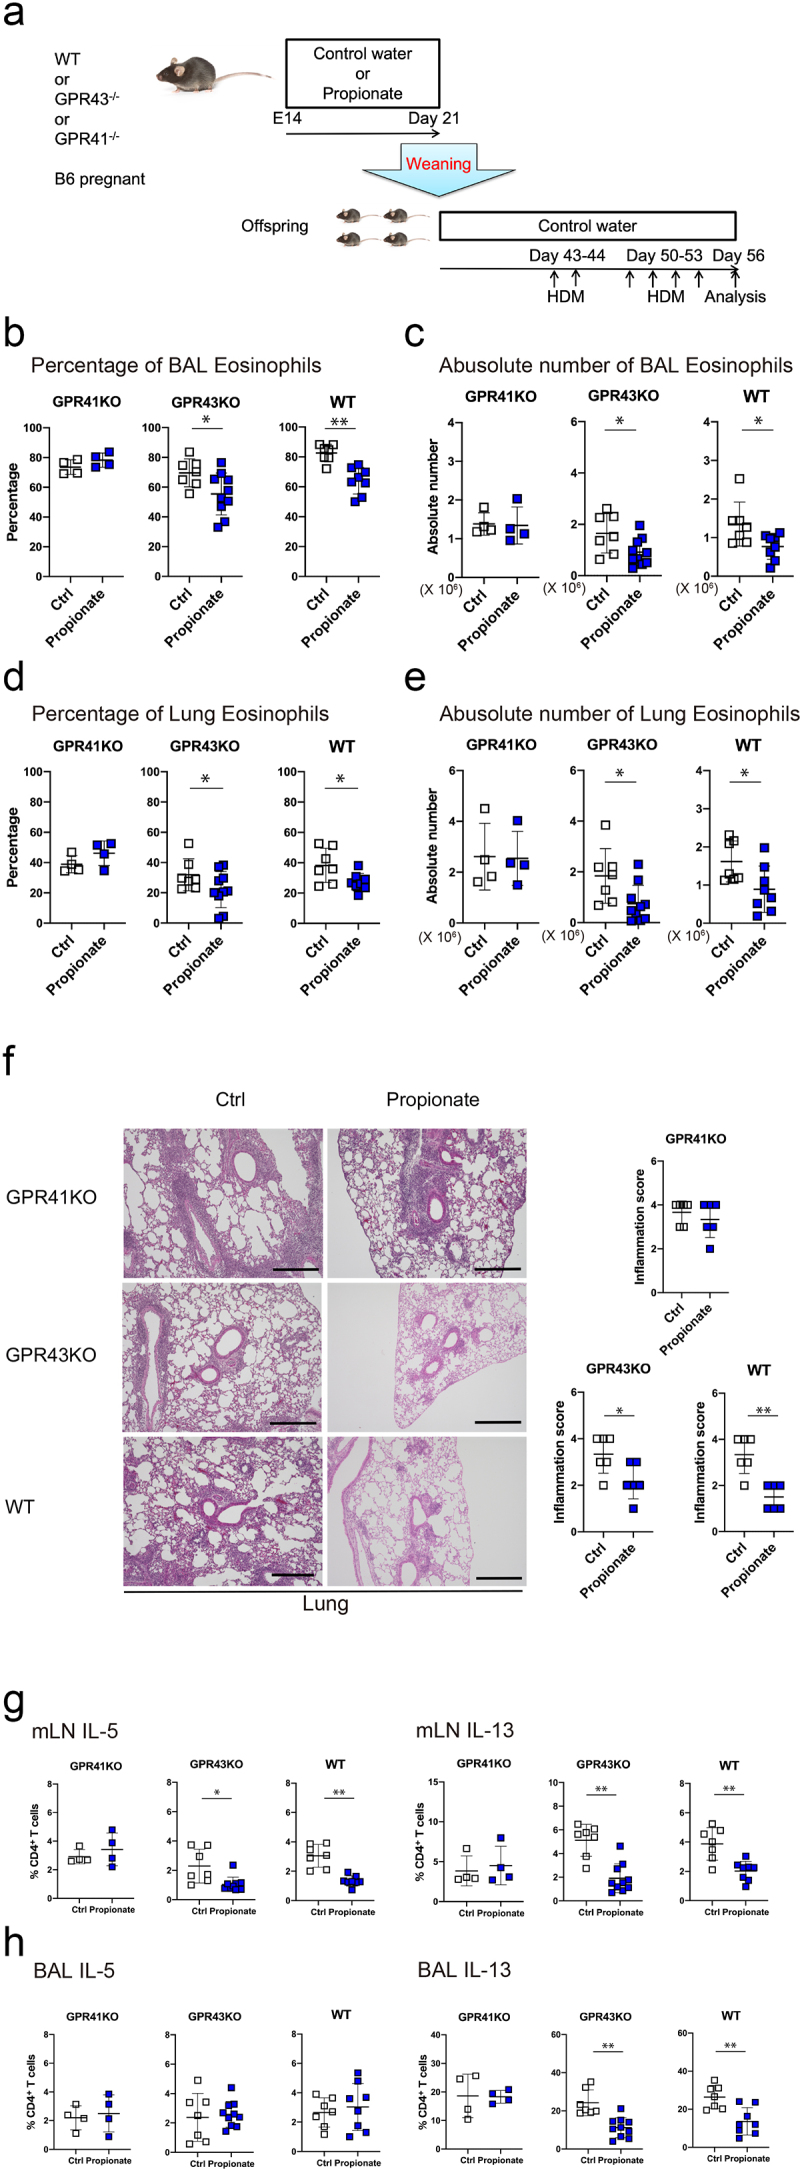
GPR41 deficiency eliminates the inhibitory effect of oral propionate administration in a murine HDM-induced asthma model. (a) Schematic depiction of the experimental protocol. Details are described in the methods section. (b-e) the percentage (b, d) and absolute number (c, e) of eosinophils in the bronchoalveolar lavage (b, d) and lung (c, e) were evaluated 72 h after the last HDM challenge. Data are mean ± SD. *p < 0.05 and **p < 0.01 by student’s t-test. (f) Representative photomicrographs of lung sections with hematoxylin and eosin staining and histological inflammatory scores. Bars = 50 µm. Data are mean ± SD. *, *p < 0.05 and **p < 0.01 by Student’s t-test. (g, h) the percentage of IFN-γ-, IL-4-, IL-5-, IL-13, or IL-17A-producing CD4^+^ cells in the mediastinal lymph node (mLN) (g) and bronchoalveolar lavage (BAL) (h) cells by flow cytometry intracellular staining analysis. Data are mean ± SD. *p < 0.05 by student’s t-test.

To distinguish whether GPR41 expression in the mother or offspring mice is involved in propionate-induced suppression of HDM-induced allergic airway inflammation, we crossed GPR41-heterozygous females with GPR41-homozygous knockout males, and the resulting GPR41-heterozygous and GPR41-homozygous knockout offspring were used (Figure 3a). We still observed the suppressive effect of propionate on the airway inflammation in GPR41-heterozygous offspring, which was eliminated in GPR41-homozygous knockout offspring (Figure 3b-e), suggesting that this propionate effect depends on GPR41 expression in the offspring themselves and not in the mothers.

**Figure 3.**
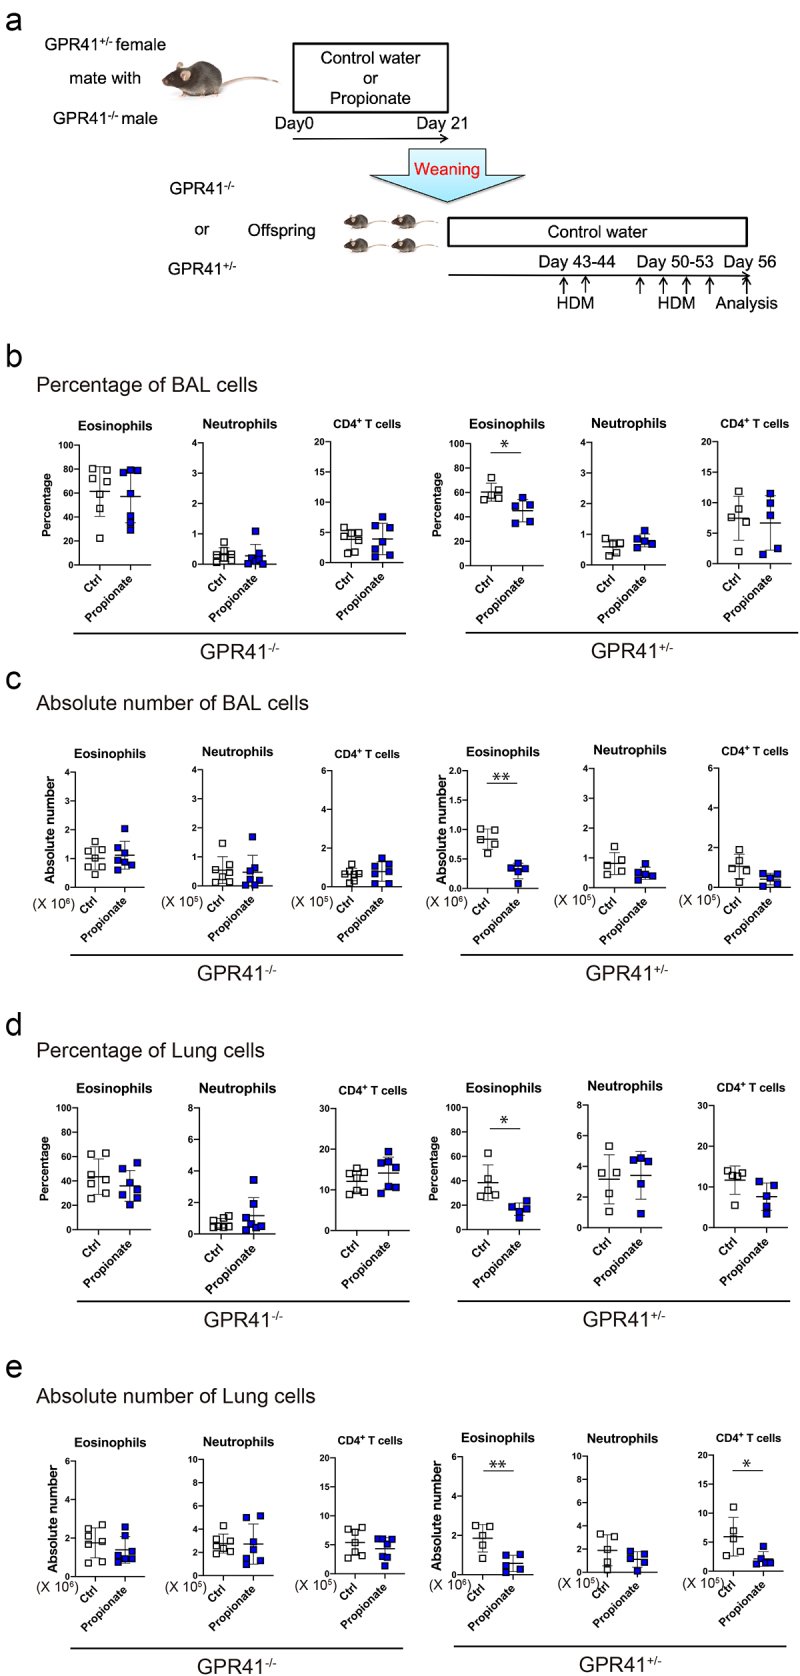
The inhibitory effect of propionate was eliminated despite GPR41 expression by the mother.(a) Schematic depiction of the experimental protocol. (b-e) the percentage (b, d) and absolute number (c, e) of neutrophils and CD4^+^ T cells in the bronchoalveolar lavage (b, d) and lung (c, e) were evaluated 72 h after the last HDM challenge. Data are mean ± SD. *p < 0.05 and **p < 0.01 by student’s t-test. .

### TLR expression is upregulated in eosinophils from propionate-treated mice

To identify the cells in the intestine expressing GRP41, we examined *Gpr41* expression by qPCR analysis of cells sorted from the small intestinal lamina propria (SILP) and lungs of wild-type mice. Interestingly, *Gpr41* was strongly expressed in eosinophils, from both SILP and lungs, among the various immune cells examined (Figure 4a).　This result suggests that GPR41-expressing eosinophils are likely to be the main target of the ingested propionate.

**Figure 4.**
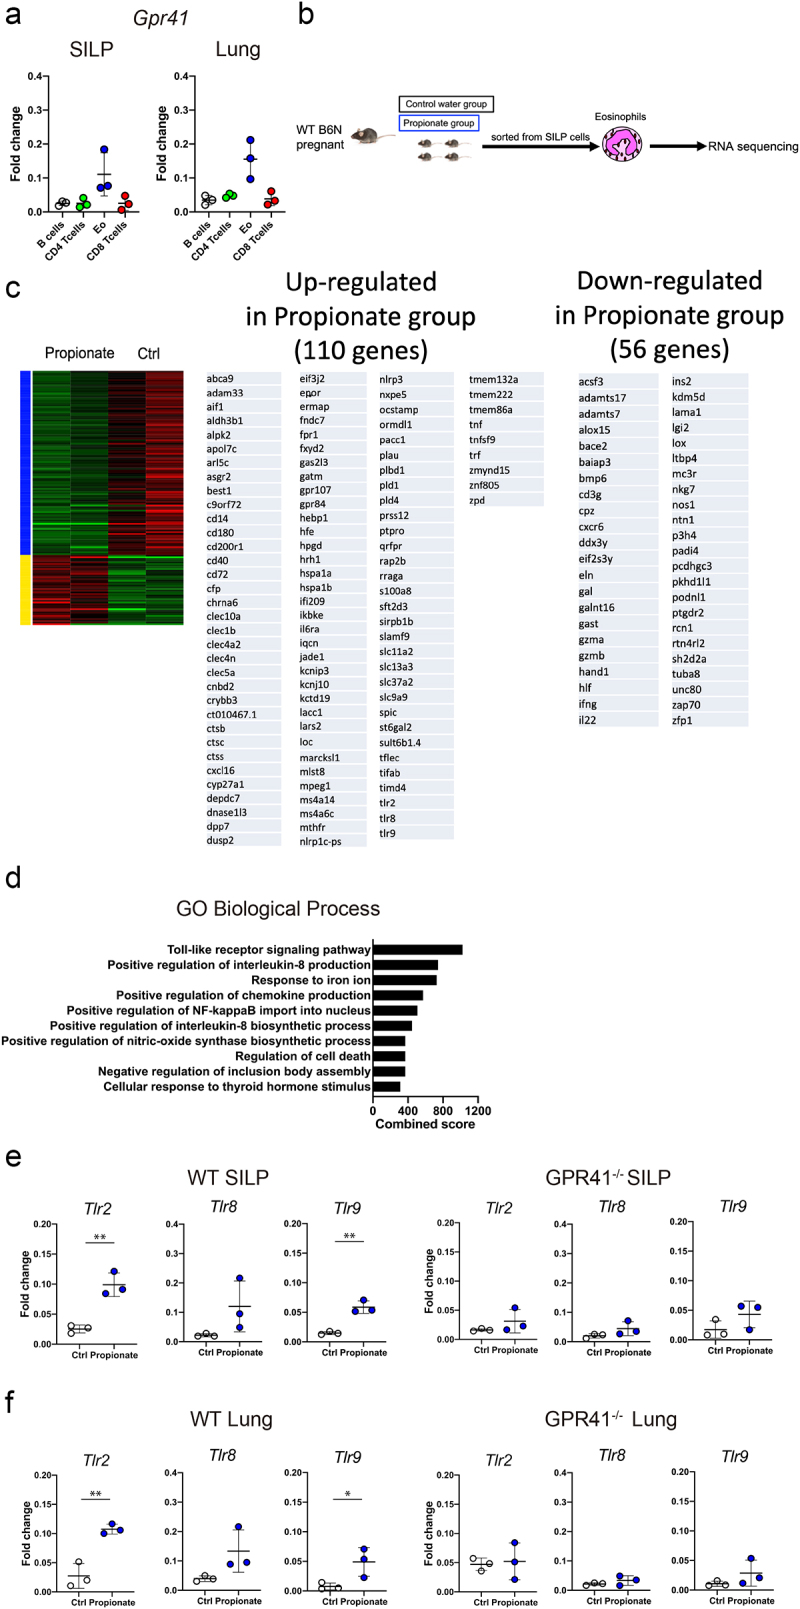
TLR family genes are upregulated in intestinal eosinophils of offspring born from mice fed with propionate (a) Expression levels of Gpr41 mRNA were evaluated by qPCR in eosinophils, B cells, CD4^+^ T cells, and CD8^+^ T cells isolated by FACS from small intestinal lamina propria (SILP) and lung cells of wild-type C57BL/6 mice. (b) Schematic depiction of the experimental protocols for isolation of mRnas used in (c-e). (c) Heatmap of differentially expressed genes (DEGs) between the Propionate group and Control water group and a list of the genes upregulated (middle) and downregulated (right) in the Propionate group. (d) Bar plots of the combined score for gene ontology (GO) term enrichment in GO biological processes for DEGs between the propionate group and the Control water group. (e) Expression levels of Tlr2, Tlr8 and Trl9 mRNA in wild-type and GPR41 knockout SILP eosinophils were evaluated by qPCR. Data are mean ± SD. **p < 0.01 by Student’s t-test. (f) Expression levels of Tlr2, Tlr8 and Trl9 mRNA in lung eosinophils were evaluated by qPCR. Data are mean ± SD. *p < 0.05 and **p < 0.01 by Student’s t-test.

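Eosinophils were sorted from the small intestinal lamina propria (SILP) of the offspring of wild-type mothers, and their RNA was sequenced as 4 libraries. 2 libraries came from the propionate group, whose mothers drank water containing 200 mM propionate, and 2 came from the control water group. According to the methods, offspring were weaned at day 21 after birth. Whether a library held 1 mouse or a pool of mice, the sex of the mice and whether the replicate numbers marked a shared litter or sort day are not named in the paper's text. The authors prepared the libraries with a TruSeq RNA kit, sequenced them as single-end reads and counted the reads on each gene. The methods express the profiles as TPM, a unit corrected for gene length and depth, while the deposited values are whole-number counts without normalization. The total counts were 75967238 and 80239924 in control replicates 1 and 2, and 69256697 and 72160422 in propionate replicates 1 and 2. Both control libraries were deeper than both propionate libraries. Counts were scaled between libraries by edgeR's TMM method, with factors of 1.00, 0.963, 1.03 and 1.01 in the same order. Of 23948 genes, the 13165 with a mean of at least 1 CPM, a count expressed relative to the size of its library, were tested with edgeR's quasi-likelihood test, two-sided, with Benjamini-Hochberg adjustment. The filter, the scaling and the test were choices that could change the numbers. With 2 libraries against 2 there are 3 ways to split the libraries into pairs, so an exact permutation test of a single value cannot give a two-sided p below 0.333. Replicates of a group differed by far more than counting noise, with a chi-square of 3191640 over 13163 degrees of freedom between the control libraries and of 4210420 over 13164 between the propionate libraries.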

In order to perform a bias-free and comprehensive genetic screening of intestinal eosinophils, we next performed RNA sequencing analysis on SILP eosinophils sorted from the offspring of mothers fed with propionate-containing or control water (Figure 4b). One hundred ten genes were upregulated and 56 genes were downregulated in the eosinophils from propionate-fed mice (Figure 4c). 

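The paper took its changed genes from a weighted mean difference method, and its text names no cutoff. A count by adjusted p is therefore a different measure. Under the nearest reading of that ranking, taken to the paper's number of genes, 80 were higher and 86 lower. In the deposited counts, 0 genes were higher and 0 were lower in the propionate group at an adjusted p under 0.05 in edgeR's quasi-likelihood test. The smallest adjusted p was 0.970. At an unadjusted p under 0.05, 325 genes were higher and 147 were lower, 472 in all, where 658 of the 13165 genes tested would be reached by chance. DESeq2 gave 789 genes at an unadjusted p under 0.05. The excess of higher genes depended on the scaling and test, with 170 of 309 genes higher under quantile normalization with limma. The alternative that moved the count most was DESeq2, which gave 12 genes higher and 3 lower at an adjusted p under 0.05. Without a test, 138 genes were at least 2-fold higher and 34 at least 2-fold lower on the log2(CPM + 1) scale with both propionate libraries on one side of both control libraries. The balance of higher and lower genes depended on single libraries, with 223 higher and 313 lower without control replicate 1, 165 and 14 without control replicate 2, 91 and 59 without propionate replicate 1, and 465 and 145 without propionate replicate 2. With 3 libraries chance leaves the groups apart more often (66.7% of genes), so the totals are not comparable with that of all 4. Regardless of the size of the change, the groups did not overlap in 31.8% of the genes tested, and chance gives 33.3%. The median absolute difference on that scale was 0.20 between the control libraries, 0.23 between the propionate libraries and 0.15 between the group means. The last averages 2 libraries per group, so without a group effect it would still be smaller than a difference between single libraries. Among genes with a mean of at least 5 CPM and groups that did not overlap, ranked by their difference in log2(CPM + 1), the largest rise was that of Cilp, from 1.95 ± 0.262 CPM (SD, n = 2) in the control group to 12.8 ± 11.4 (SD, n = 2) in the propionate group. Its log2 fold change was 2.72 (standard error 0.73, adjusted p = 0.970 in edgeR and 0.0374 in DESeq2), and 1.29 without propionate replicate 1. Hmcn2, Reg1, Apoa1 and Prss3 followed, with log2 fold changes of 2.34, 2.04, 1.80 and 2.08, and without propionate replicate 1 these were 0.45 for Hmcn2, 0.84 for Reg1, 1.90 for Apoa1 and 1.20 for Prss3. The log2 fold change of Apoa1 was 2.58 without control replicate 1 and 1.27 without control replicate 2. That of Prss3 was 3.05 without control replicate 1 and 1.48 without control replicate 2. Reg1 and Prss3 belong to families of similar genes, between which the counting could have split reads. Reg1 had 44037 counts in propionate replicate 1, against 7721 and 6979 in control replicates 1 and 2 and 12457 in propionate replicate 2. These values do not tell whether the 5 rises came from eosinophils or from other cells in the libraries. The largest fall was that of Pla2g2d, from 121 ± 103 CPM (SD, n = 2) to 27.9 ± 15.8 (SD, n = 2), a log2 fold change of -2.12 (standard error 0.76, adjusted p = 0.970 in edgeR). Siglec1, Cx3cr1, Fcgr1 and Art2b followed, with log2 fold changes of -2.59, -2.14, -2.02 and -1.97. These 5 falls rested largely on control replicate 2, without which the log2 fold changes were -0.83 for Pla2g2d, -0.36 for Siglec1, -0.37 for Cx3cr1, -0.50 for Fcgr1 and -0.66 for Art2b. Cx3cr1 and Fcgr1 stand in a list of macrophage and monocyte marker genes. The median log2 difference of that list between control replicates 2 and 1 was 1.90, so these falls cannot be ascribed to eosinophils. Fig. 4c prints 108 symbols as upregulated and 45 as downregulated, fewer in each direction than the paper counts (56 downregulated genes by the paper's count). These symbols were copied by hand, and since the printed lists are incomplete, they are described without a test. Of the symbols printed as upregulated, 7 matched no gene in the deposited counts and 95 were tested. Their mean was lower in the propionate group for 84 genes and higher for 11, with a median log2 difference of -0.37. This direction rested on single libraries, since 82 of the 95 were higher without control replicate 2 and 48 without propionate replicate 1. For 91 of the 95, the libraries of the groups overlapped. Of the symbols printed as downregulated, 45 matched and 43 were tested. Their mean was lower in the propionate group for 18 genes and higher for 25, with a median log2 difference of 0.13, and 28 of the 43 were lower without control replicate 2. In a comparison chosen after the values were seen, the printed genes separated the libraries by replicate number. Of the 95, 86 were higher in both libraries of replicate 2, against 23.6% of all genes tested. Of the 43, 39 were lower in both, against 19.7%. A comparison in another grouping than the labels give thus stays open as a reason for these directions.

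**Figure D1:**
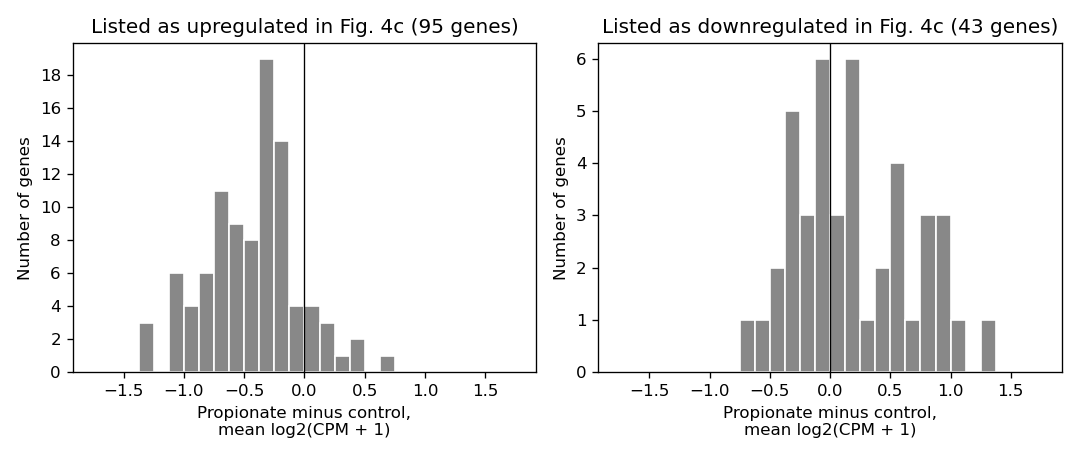
Difference between the propionate and control group means of log2(CPM + 1), on the horizontal axis, for the tested genes that Fig. 4c prints as upregulated (left, 95 genes) and downregulated (right, 43 genes). Bars count genes, and the vertical line marks no difference. The median is -0.37 on the left and 0.13 on the right.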

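Toll-like receptor (TLR) genes are named Tlr1 to Tlr9 and Tlr11 to Tlr13 in the deposited counts, and all 12 passed the filter. Tlr2 was at 21.1 ± 13.8 CPM (SD, n = 2) in the control group and 15.9 ± 5.40 (SD, n = 2) in the propionate group, a log2 fold change of -0.41 (standard error 0.52, adjusted p = 0.978 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Tlr8 was at 12.8 ± 13.9 CPM (SD, n = 2) in the control group and 2.91 ± 1.27 (SD, n = 2) in the propionate group, a log2 fold change of -2.14 (standard error 0.97, adjusted p = 0.970 in edgeR). Tlr9 was at 27.5 ± 21.3 and 14.2 ± 4.69 CPM (SD, n = 2 in each group), a log2 fold change of -0.95 (standard error 0.61, adjusted p = 0.970 in edgeR). None of the 3 differences was larger than the spread between replicates. Control replicate 2 had the highest value of each, with 2384 counts of Tlr2, 1748 of Tlr8 and 3282 of Tlr9, against 864, 224 and 941 in control replicate 1. A list of macrophage and monocyte marker genes was also higher there than in control replicate 1, for 20 of 22 genes. The values therefore do not tell TLR expression in eosinophils from RNA of macrophages. Without control replicate 2, the log2 fold changes were 0.45 for Tlr2, -0.055 for Tlr8 and 0.16 for Tlr9, and over the 12 TLR genes 4 were positive and 8 negative. Each of the 3 genes was higher in replicate 2 than in replicate 1 of both groups. In the propionate group, replicates 1 and 2 had 861 and 1430 counts of Tlr2, 143 and 276 of Tlr8 and 776 and 1270 of Tlr9. Over all 12 genes, 10 had a lower and 2 a higher fitted mean in the propionate group, and the latter, Tlr5 (0.097) and Tlr11 (0.18), were lower under quantile normalization with limma. Adjusted over the list alone, 0 of the 12 genes passed 0.05, as was the case over all genes tested, and the smallest value was 0.236. At an unadjusted p under 0.05, 2 of the 12 genes passed. As a set, the TLR genes were lower in the propionate group by limma's camera test with a preset correlation between genes of 0.01 (p = 2.5e-05). The correlation estimated from the libraries was 0.599, with which p was 0.248, and limma's fry test gave 0.421, so the call held under neither.

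**Figure D2:**
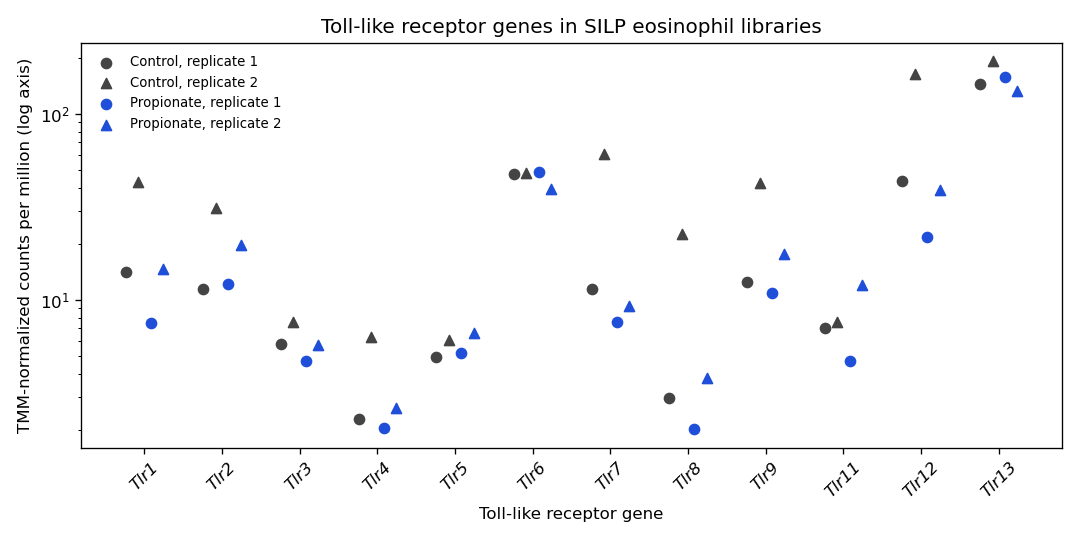
TMM-normalized CPM of the 12 TLR genes, on a log axis, in the 4 libraries. Grey marks the control group and blue the propionate group, circles replicate 1 and triangles replicate 2. Tlr8 is at 22.6 CPM in control replicate 2 and between 2.01 and 3.81 CPM in the others.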

Surprisingly, Gene Ontology (GO) revealed that, among the genes upregulated in the propionate-fed group, genes belonging to the toll-like receptor (TLR) signaling pathway in GO biological processes (GO0002224) were the top hit in the combined score ranking (Figure 4d). Consistent with this observation, mRNAs encoding TLR2, TLR8 and TLR9 were highly expressed in SILP eosinophils isolated from the propionate-treated mice compared to the control mice (Figure 4e). By contrast, propionate treatment did not enhance TLR family expression in GPR41 knockout mice (Figure 4e). Finally, analysis of the TLR family in lung eosinophils showed that its expression was also increased in propionate -treated mice (Figure 4f). These results suggest that propionate may facilitate TLR signaling in intestinal eosinophils and also affect lung eosinophils through GPR41.

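The signaling components around the TLRs were also compared in the RNA sequencing libraries of Fig. 4c. A list of 50 genes, holding the TLR genes, their adaptors, kinases, co-receptors and chaperones, had 46 genes that passed the filter. The fitted mean was lower in the propionate group for 39 of them and higher for 7, with a median log2 fold change of -0.16. On the log2(CPM + 1) scale the median difference was -0.17, with 39 lower and 7 higher, and without control replicate 2 it was -0.043, with 26 lower and 20 higher. Both propionate libraries lay below both control libraries for 11 genes and above them for 1, and chance gives 33.3% of genes without overlap in either direction. The camera test with the preset correlation gave p = 3.2e-06 for the lower level. With the estimated correlation of 0.237 it gave 0.242, and fry gave 0.360, so this call did not hold under either. In the Reactome set of Toll-like receptor cascades, chosen after the data were seen, 70 of the 100 genes tested were lower and 30 higher, with a median log2 fold change of -0.11. Its camera p was 0.000132 with the preset correlation and 0.195 with the estimated one. From the GO ranking of the upregulated genes and the qPCR measurements in Fig. 4e and Fig. 4f, the paper proposes that propionate acts on TLR signaling through GPR41.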

### Propionate is decreased in asthma patients

Finally, we performed fecal metabolome and microbiome analyses on a human birth cohort to address the contribution of propionate in infants to the subsequent development of BA in humans.　In this birth cohort, 269 pregnant women, who either themselves and/or the babies’ fathers had a history of allergic diseases, were recruited and agreed to participate^15^. Fecal samples were collected from these babies/children at one week, one month, one year, and five years of age and breast milk samples were collected from mothers at one week, one month, and six months of ages. At five years of age, 65 patients were unable to continue with the sample collection due to withdrawal of consent or change of hospital. Finally, fecal and breast milk samples from 204 participants were then collected. The participants were classified into two groups based on clinical diagnosis by pediatricians: the BA-onset group (BA group, *n* = 23) and the non-BA group (NBA group, *n* = 181) (Supplementary Fig. S3A). When we analyzed the clinical data for the BA and NBA groups, we found a higher proportion of boys, as well as a higher incidence of other allergic diseases such as food allergy and atopic dermatitis, in the BA group compared to the NBA group (Supplementary Fig. S3B), which is consistent with existing clinical studies on asthma in children^16–18^. On the other hand, there was no difference in gestation period or frequency of antibiotic use between the BA and NBA groups (Supplementary Fig. S3B).

We first performed a comprehensive gas chromatography-mass spectrometry-based targeted water-soluble metabolome analysis of fecal time course samples from the participants. Although statistically not significant, the BA/NBA ratio of fecal propionate at one month of age was lower among the SCFAs (Figure 5a,b), while this decrease was not observed at one week, one year and five years of age (Figure 5c). Moreover, our comprehensive analysis of water-soluble metabolites in addition to SCFAs revealed no significant differences between the BA and NBA groups (Supplementary Fig. S4A).

**Figure 5.**
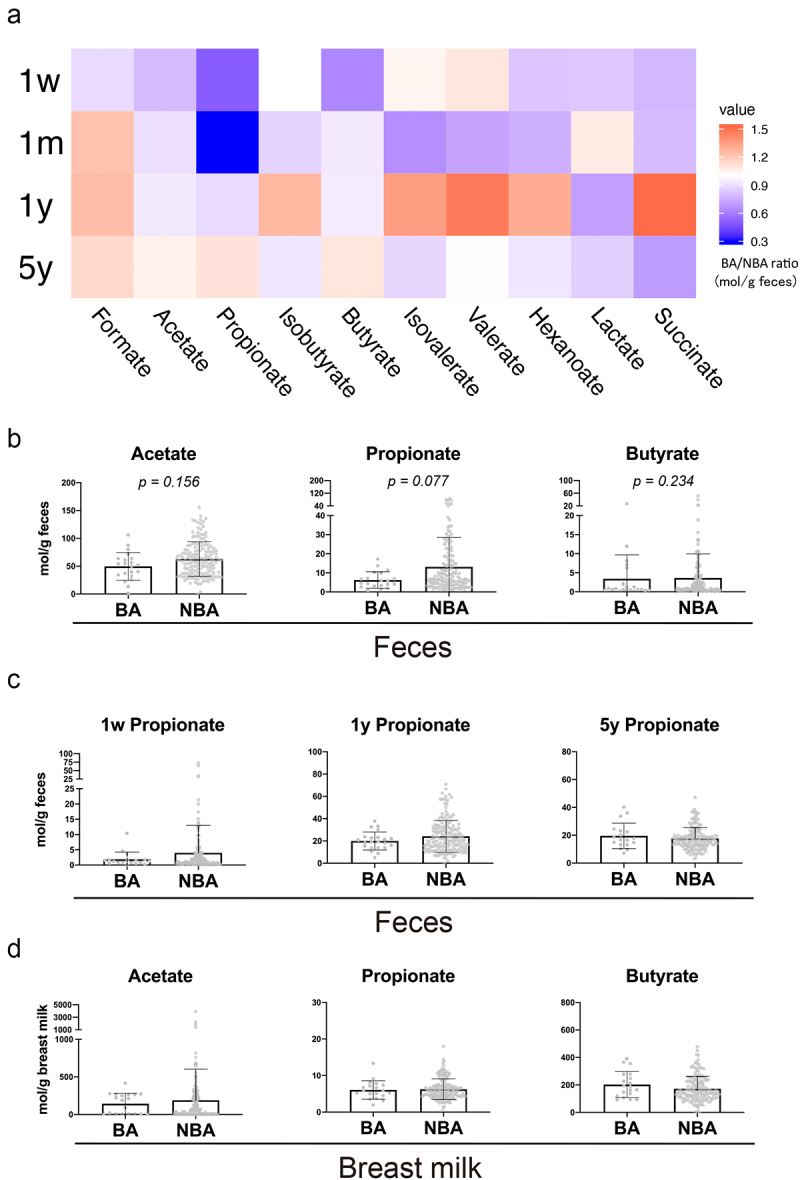
The concentration of fecal propionate was decreased in the human one-month-old BA group compared with the NBA group.Fecal (a-c) and breast milk (d) SCFAs are measured by gas chromatography (a) Heatmap of the ratio of the concentration (mol/g feces) of the ten most abundant fatty acids in feces of the BA group over that of NBA group at 1 week, 1 month, 1 year, and 5 years old. (b) Concentrations of the three most abundant SCFAs in the feces at 1-month-old. Data are mean ± SD. *P* values based on the Wilcoxon rank-sum test. (c) Concentrations of fecal propionate in the feces at 1 week, 1 year and 5 years old. Data are mean ± SD. *P* values based on the Wilcoxon rank-sum test. (d) Concentrations of the three most abundant SCFAs in the breast milk when the babies were 1 month old. Data are mean ± SD. *P* values based on the Wilcoxon rank-sum test.

Since one report has noted a correlation between the concentration of SCFAs in the breast milk and the atopic phenotype^19^, it was possible that the fecal propionate in the BA group was derived from the breast milk; however, there were no significant differences in SCFA concentrations in the breast milk between BA and NBA groups at one week, one month, and six months (Figure 5d, Supplementary Fig. S4B, C). Taken together with previous studies reporting that fecal SCFAs are mainly produced by the fermentation and metabolism of indigestible dietary fibers by the intestinal microbiota^20–22^, these observations suggest that the difference in fecal propionate between BA and NBA groups is likely derived from the gut microbiota rather than from breast milk.

To assess bacterial taxa potentially producing SCFA independent of multivariate factors, the level of propionate obtained in a 1-month-old was modeled in the bacterial genus composition using a random forest model^23^. Interestingly, *Bacteroides* was the top hit for the propionate production score (Supplementary Fig. S4D). Moreover, we analyzed the correlation between fecal propionate concentration and the intestinal microbiota in the BA groups at one month of age. Three genera, *Varibaculum*, *Bifidobacterium*, and *Parabacteroides*, were positively correlated with fecal propionate in the BA group (Supplementary Fig. S4E). These results suggest that *Bacteroides, Varibaculum*, *Bifidobacterium*, and *Parabacteroides* may contribute to the production of fecal propionate, although further studies are required to test this hypothesis.

## Discussion

Here we report that, in the mouse model of HDM-induced allergic airway inflammation, the subsequent eosinophilic airway inflammation was attenuated and Th2 cytokine production was reduced when mice were given propionate during lactation. Moreover, we further discovered that these effects of propionate administration were mediated via GPR41 on eosinophils, likely through upregulation of TLR 2, 8 and/or 9. Finally, in our birth cohort, fecal propionate concentrations were reduced at one month in children who eventually suffered from asthma later in life. Taken together, our observations suggest that the propionate-GPR41 pathway during lactation has a protective role against the later development of HDM-induced asthma in a mouse model. This finding could be extended to human BA inflammation with possible therapeutic benefit.

Some studies in mice have indicated that changes in the gut microbiota affect the pathogenesis of allergic asthma^8,24,25^. Arrieta et. al. demonstrated that the colonization of germ-free mice with human fecal Lachnospira, Veillonella, Fecalibacterium, and Rothia improves ovalbumin-induced allergic airway inflammation^8^. However, these studies did not provide detailed mechanistic insight into how the gut microbiota impacts the pathogenesis of BA. Our study goes one step further and provides a hint into how the intestinal environment, including the gut microbiota, contributes to the regulation of BA, by showing that gut microbial-derived propionate can prevent allergic airway inflammation in mice.

The association between propionate and allergic airway inflammation has been reported by Trompette et al^26^, who showed in adult mice that propionate administration immediately protects from acute airway inflammation in a GPR41-dependent manner. By contrast, our present study suggests a new temporal aspect of the propionate effect in that intestinal propionate in the neonatal period can suppress the later onset of airway inflammation in adult mice, which could also be the case in the prevention of bronchial asthma in human children. Our findings also extend the study by Trompette et al. to show the importance of GPR41 expressed on eosinophils for the prevention of airway inflammation by propionate through TLR expression. In this study, we have added to the list of molecular mechanism of propionate, i.e., prevention of asthmatic airway inflammation. Interestingly, the cardioprotective effects of propionate are suggested to be mediated by Tregs^12^. Another study has also reported that propionate acts on monocyte-derived dendritic cells to reduce the release of several pro-inflammatory cytokines^27^. It is therefore possible that the airway protective effect of propionate observed in this study may also involve these anti-inflammatory functions; further studies will clarify the precise underlying mechanisms.

Some functions of SCFAs are transduced via GPCRs, GPR41 and GPR43, on the target cell surfaces. These GPCRs are abundantly expressed in various organs and cells and play a role in some chronic inflammatory diseases such as inflammatory bowel disease, obesity and arthritis^28–30^. Our present study indicates that propionate-mediated suppression of allergic airway inflammation is dependent on GPR41. GPR41 reportedly has both pro- and anti-inflammatory roles^30^, with some contradictory findings. Kim et. al. described that GPR41 promotes colitis via ERK and p38 deactivation in intestinal epithelial cells^31^. By contrast, Niranjana et al. have reported that GPR41^−/−^ mouse aortas exhibited a significant increase in vascular remodeling compared to wild-type mice^32^. Taken together, these observations may reflect pleiotropic roles of GPR41 in various diseases and a protective role in asthmatic airway inflammation.

We further showed that GPR41 is highly expressed on SILP eosinophils and that propionate upregulated their expression of some TLRs, probably via GPR41. The TLR family plays a guiding role in inducing innate immune responses to microbial pathogens^33^. Consistent with the fact that the TLR family has both pro-inflammatory and anti-inflammatory effects^33^, studies focusing on the TLR family in asthma have yielded contradictory results^34^. Our finding here suggests that the propionate signals through GPR41 play a protective role in BA via upregulating TLR signaling pathways in eosinophils. A previous study has reported that TLR agonists reduce lung eosinophilic infiltration during a virus infection in mice^35^, although it has not been clear whether the TLR agonists directly act on eosinophils. Taken together with our finding that the expression of some TLR genes in eosinophils was upregulated by propionate, a possible explanation is that the functions of eosinophils could be modulated by propionate via TLR signaling. Further studies are required to corroborate our finding of this protective role and to shed light on the underlying regulatory mechanisms of the propionate-GPR41-TLR axis in BA.

In our study, the human fecal samples were collected over a time period from one week after birth until five years of age. As with the microbiota composition, it is known that fecal SCFA concentrations undergo a drastic change within the first 100 days of life^36^. Moreover, the relationship between fecal SCFAs and BA has been noted in several large cohort studies of children^8,23^. For example, Depner *et al*. have also reported a consistent association between asthma phenotype and fecal butyrate levels, with a trend toward an association between atopic asthma and fecal propionate levels^23^. However, these studies are limited in that they have analyzed only one timepoint and have not captured the time course of SCFA concentrations in feces. By performing the repetitive analysis of fecal SCFAs over time, our study is novel in that we were able to detect changes in fecal SCFAs that may be associated with prevention of BA.

Although some bacterial genera have been reported to correlate with the development of childhood asthma^8,23^, few reports have directly analyzed the correlation between SCFAs in feces and intestinal bacterial composition. Our gut microbiota analysis showed a positive correlation between fecal propionate and *Varibaculum*, *Bifidobacterium* and *Parabacteroides*. Therefore, it could be possible that these bacteria are involved in the production of propionate in the neonatal intestine during the lactation period. Further studies are needed to clarify the point.

The suppressive effect of propionate was evaluated in an atopic asthma mouse model (house dust mite-induced allergic airway inflammation) in this study. BA includes another subtype, non-atopic asthma, although it is believed to be a minor component in BA clinical practice; the efficacy of propionate in this subtype should be studied in an appropriate model in the future.　Another issue to be resolved is that independent non-Japanese cohort studies have different results from ours^8,23^. These studies have reported significant differences in butyrate rather than propionate in pediatric bronchial asthma patients. This discrepancy could be due to differences in genotype, diet or gut microbial composition. Future analysis using a large human cohort may lead to a better understanding of the suppressive effect of propionate. Taken together, our study suggests that the propionate-GPR41-TLR axis in eosinophils during lactation may be involved in suppressing the development of BA. Although further studies are required, our results suggest that intestinal propionate could be a promising preventive target for the onset of BA.

## Materials and methods

### Mice

C57BL/6 mice (CLEA Japan, Inc.), GPR41-knockout mice on a C57BL/6 background^28^ and GPR43-knockout mice on a C57BL/6 background^37^ were housed in microisolator cages under specific pathogens-free (SPF) conditions in the animal facility of RIKEN Yokohama Campus. All experiments were performed as approved by the Animal Care and Use Committee of the RIKEN Yokohama Campus (Permission number: AEY2022–008). In some experiments measuring the fecal propionate concentration of weaning mice, mothers and offspring were housed in cages with a wire net flooring through which the fecal would pellets fall down, thus preventing coprophagy of the mothers’ feces by the offspring mice.

### SCFA administration

Pregnant wild-type C57BL/6 mice were given drinking water containing 200 mM acetate, 200 mM propionate, 200 mM butyrate, or control plain water, starting from E14 or right after delivery (noted in the Figures and their legends). For GPR41- and GPR43-knockout mice, pregnant mice were given drinking water containing 200 mM propionate or control plain water. Offspring were weaned at day 21 after birth and raised on plain water. Three weeks after weaning, the offspring were subjected to the HDM-induced allergic airway inflammation experiment described below.

### HDM-induced allergic airway inflammation

Mice were sensitized and challenged by intratracheal administration of HDM extracts (Greer Laboratories; XPB70D3A25) as described previously with minor modifications^38^. In brief, mice were sensitized intratracheally with 1 μg HDM in 50 μl PBS two days in a row. Seven days after the last sensitization, the mice were challenged with 10 μg HDM for four consecutive days. Seventy-two hours after the last HDM challenge, the mice were sacrificed and the numbers of eosinophils, neutrophils and lymphocytes in the BAL and lung were evaluated as described elsewhere^39^.

### Cytokine analysis by flow cytometry

Single-cell suspensions were prepared from the mLNs and BAL and stimulated with 20 ng/ml PMA (Calbiochem; 524400) and 1 μg/ml ionomycin (Calbiochem; 407950) for 4 h in the presence of 10 μM brefeldin A (BD Bioscience; 10 μM; 555029). Cells were stained with the indicated antibodies against cell surface molecules together with intracellular cytokines as described previously^40^.

## Histological analysis of the lung

Lung paraffin sections (5 μm thick) were stained with hematoxylin and eosin according to standard protocols. The histological score was evaluated as described elsewhere^41,42^.

### Elisa

The levels of HDM-specific IgG1 were evaluated as described previously^41^.

### qPCR analysis

qPCR was performed using a standard protocol on a Thermal Cycler Dice Real Time System TP800 (TaKaRa) using a TB Green Premix Ex Taq 2 Tli RNaseH Plus (TaKaRa; RR820A).

### RNA sequencing analysis

Total RNA was extracted from isolated intestinal eosinophils of propionate-fed and control mice by using the RNeasy Mini kit (QIAGEN; 74104). Library preparation was performed with a TruSeq RNA Library Prep Kit v2 (illumina; RS-122-2001). RNA sequencing was performed on an Illumina Nextseq 2000 in a 50-base single-end mode. mRNA profiles were calculated using R package feature count software and expressed as transcripts per kilobase million. 

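As the nearest reading of a weighted mean difference ranking that the deposited counts allow, the difference of the group means of log2(CPM + 1) was multiplied by the mean of the gene, rescaled from its lowest to its highest value over the genes tested. Of the genes with the largest absolute value, taken to the number the paper counts as changed, 80 were higher and 86 lower in the propionate group. The ranking has no test, and 44 genes were higher without control replicate 1 and 103 without control replicate 2. The cutoff of the study is not named in the paper's text.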

Differentially expressed genes were determined by a weighted mean difference method using the IDEP.94^43^. GO biological analysis was performed with the Enricher^44–46^.

## Human cohort study design

This study was based on a cohort design to analyze the fecal microbiota of infants enrolled in the CHIBA Study^15^. This study includes 269 infants born at the Chiba University Hospital (Chiba, Japan) and Seikei-kai Chiba Medical Center (Chiba, Japan). The eligibility criteria of the study were the following: Japanese; infants of any sex, either of whose parents have any allergic disease; and who had obtained consent from a parent. We collected fecal samples at 1 week, 1 month, 1 year, and 5 years of age as much as possible, and mothers’ breast milk when the babies were 1 week, 1 month and 6 months of age. In the end, 65 subjects were lost during follow up periods due to hospital changes and consent withdrawal and the remaining 204 subjects were selected for metabolome analyses and 16S rRNA gene sequencing analysis on the one month fecal sample. Twenty-three of the 204 subjects later diagnosed with BA by a pediatric allergist according to the Japanese Guideline for Childhood Asthma 2014^47^ at 5 years of age were categorized as the BA group, while the rest were in the NBA group. All human experiments have been approved by the research ethics committee of the RIKEN Yokohama Campus and Chiba University (Permission number: H21–17(8)). Written informed consent was obtained from all participants.

## Sample collection and storage

The fecal and breast milk samples collected as above were immediately transported on ice to the laboratory. Upon arrival, the samples were immediately frozen in liquid nitrogen and stored at − 80°C until further analyses.

## Preparation of fecal samples

Aliquots (5 g) of feces were blended with 30 ml methanol and filtered with a 100 µm mesh filter to remove food residue after vigorous vortexing. The filtrate was centrifuged at 15,000 × g for 10 minutes at 4°C and the supernatant (methanol extract) was used for metabolomics analysis. Fecal microbiome DNA was extracted from the pellet.

## Extraction and measurement of SCFAs from breast milk and fecal samples

Extraction and measurement of SCFAs were as previously described^48^ with some modifications. 10 μl of Milli-Q water containing internal standards (2 mM [1,2-^13^C_2_] acetate, 2 mM [^2^H_7_]butyrate and 2 mM crotonate) were added to aliquots (90 μl) of breast milk. For fecal samples, aliquots (25 μl) of methanol extract were added to 10 μl of Milli-Q water containing internal standards and then centrifugally dehydrated at 40°C and reconstituted with 100 μl of Milli-Q water. Hydrochloric acid and 200 μl of diethyl ether were added to the solution and mixed well. After centrifugation at 3,000 × g for 10 min, 80 μl of the organic layer was transferred to a glass vial and 16 μl of N-tert-butyldimethylsilyl-N-trifluoroacetamid (Sigma-Aldrich; 394882) was added to derivatize the samples. The vials were incubated at 80°C for 20 min and allowed to stand at RT for 48 h before injection. The analysis was performed using a Shimadzu GCMS-TQ8030 triple quadrupole mass spectrometer with a capillary column (BPX5). The GC oven was programmed as follows: 60°C hold for 3 min, increased to 130°C (8°C/min), increased to 330°C (30°C/min) and finally a 330°C hold for 3 min. The detector and injector temperatures were 230°C and 250°C, respectively. GC was operated in constant linear velocity mode set to 40 cm/sec. Injection volume was set at 1 μl with a split ratio of 1:30. The data were processed and concentrations were calculated by LabSolutions Insight (Shimadzu).

## 16S microbial community analysis

Fecal DNA was extracted from 10 µg methanol-treated feces as described previously with minor modification^49^. The 16S rRNA gene analysis of DNA samples was performed as previously described^50^. Briefly, PCR was performed using 27 fmol 5-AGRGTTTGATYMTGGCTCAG-3′and 338 R 5-TGCTGCCTCCCGTAGGAGT-3′ to amplify the V1–V2 region of the 16S rRNA gene^50^. The amplified DNA samples (~330 bp) were subsequently purified using AMPure XP (Beckman Coulter; A63882), and quantified using a Quant-iT Picogreen dsDNA assay kit (Invitrogen; P7589) and a TBS-380 Mini-Fluorometer (Turner Biosystems). The 16S sequencing was performed using MiSeq according to the Illumina protocol. The paired-end reads were merged using the fastq-join program based on overlapping sequences. Reads with an average quality value of < 25 and inexact matches to both universal primers were filtered out. Filter-passed reads were used for further analysis after trimming off both primer sequences. For each sample, quality filter-passed reads were arranged in descending order according to the quality value and then clustered into OTUs with a 97% pairwise-identity cutoff using the UCLUST program version 5.2.32 (https://www.drive5.com). Taxonomic assignment of each OTU was made by similarity search against the Ribosomal Database Project (RDP) and the National Center for Biotechnology Information (NCBI) genome database using the GLSEARCH program^51^. Propionate score was calculated as described elsewhere^21^

## Data analysis

Data are summarized as mean ± SD, unless otherwise indicated. The statistical analysis of the results was performed using the Mann-Whitney U test, independent-samples t test or one-way ANOVA with post-hoc Tukey HSD Test as appropriate.

## Supplementary Material

Supplemental Material Click here for additional data file.

## Data Availability

The 16S rRNA sequence data that support the findings of this study are openly available in DDBJ Sequence Read Archive at https://www.ddbj.nig.ac.jp/ddbj/index.html, reference number DRA014484. The RNA sequence dat that support the findings of this study are openly available in Gene Expression Omnibus at https://www.ncbi.nlm.nih.gov/geo/, reference number GSE207711.

# Supplementary material for: The propionate-GPR41 axis in infancy protects from subsequent bronchial asthma onset
**Source:** Gut Microbes. 2023 May 2;15(1):2206507. doi: 10.1080/19490976.2023.2206507

A

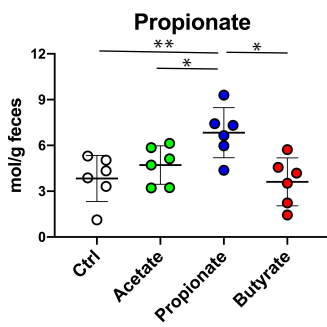

B

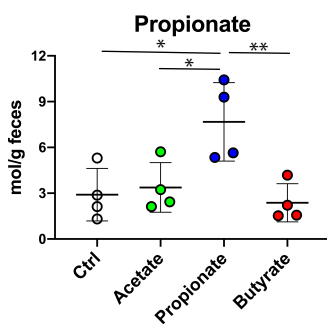

C

Percentage of BAL cells

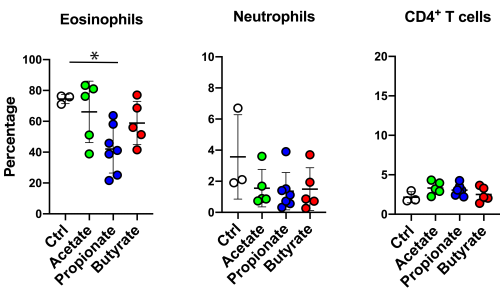

D

Percentage of Lung cells

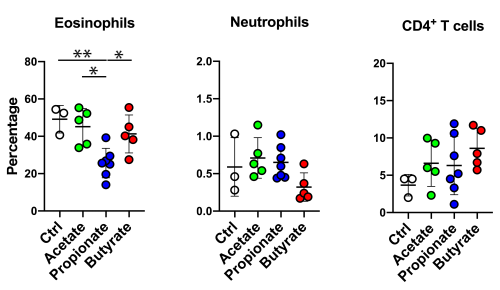

E

Absolute number of BAL cells

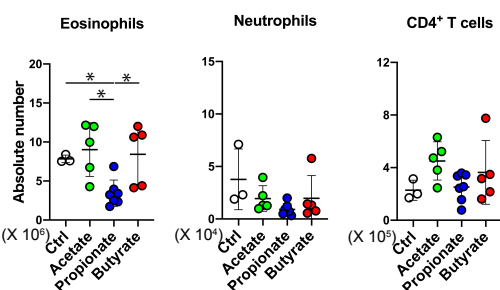

F

Absolute number of Lung cells

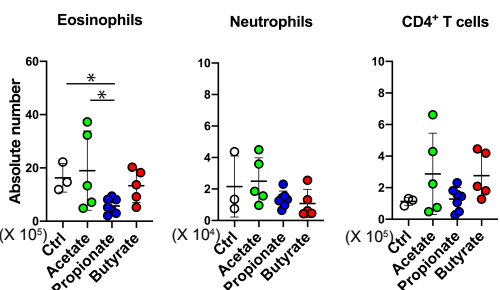

G

Percentage of BAL cells

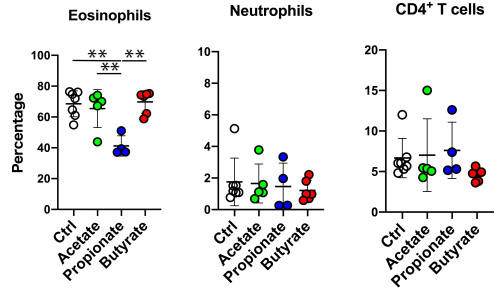

H

Percentage of Lung cells

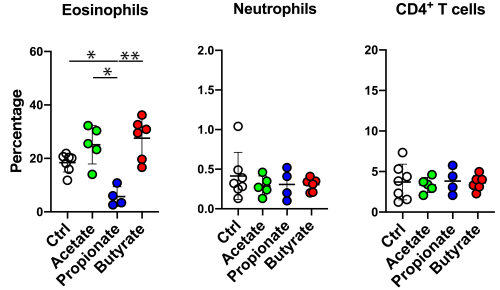

I

Absolute number of BAL cells

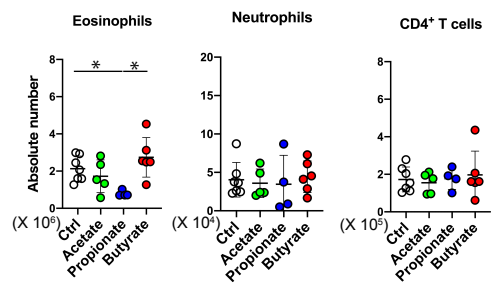

J

Absolute number of Lung cells

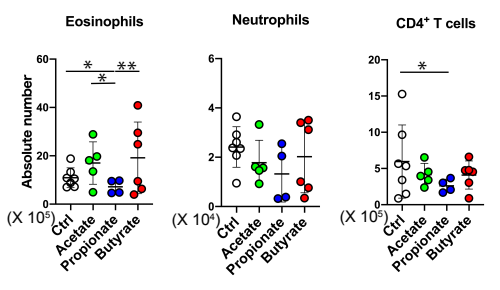

A

Percentage of BAL Neutrophils

Percentage of BAL CD4<sup>+</sup> T cells

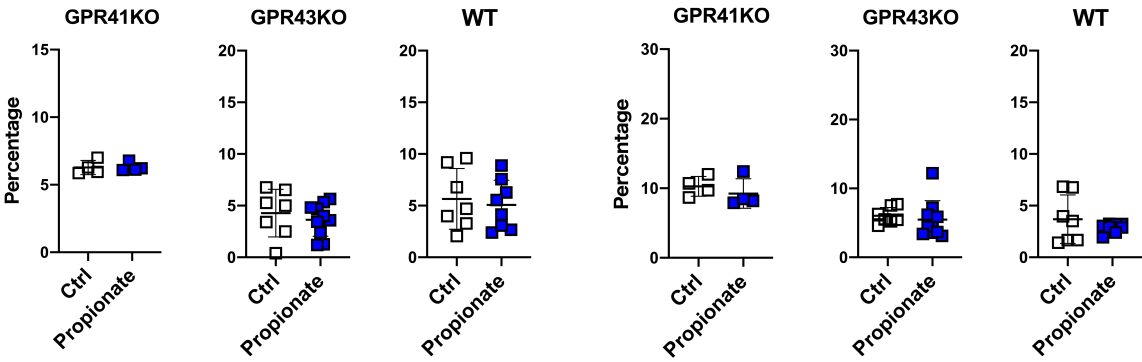

B

Abusolute number of BAL Neutrophils

Abusolute number of BAL CD4<sup>+</sup> T cells

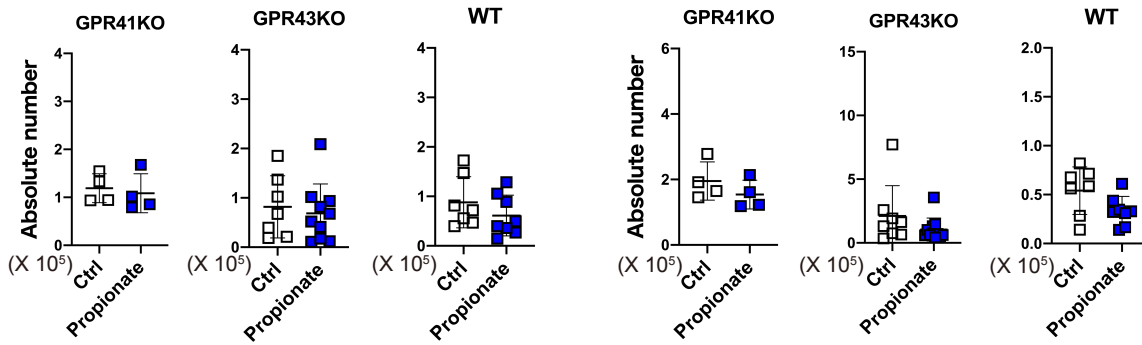

C

Percentage of Lung Neutrophils

Percentage of Lung CD4<sup>+</sup> T cells

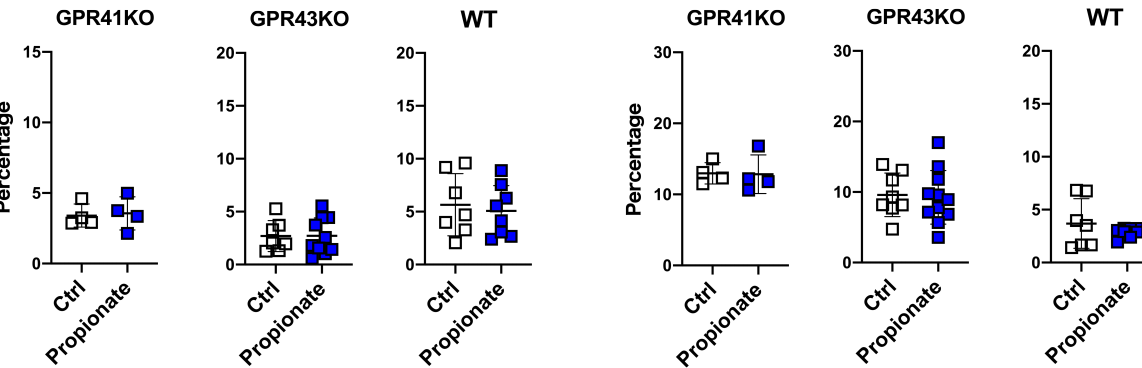

D

Abusolute number of Lung Neutrophils

Abusolute number of Lung CD4<sup>+</sup> T cells

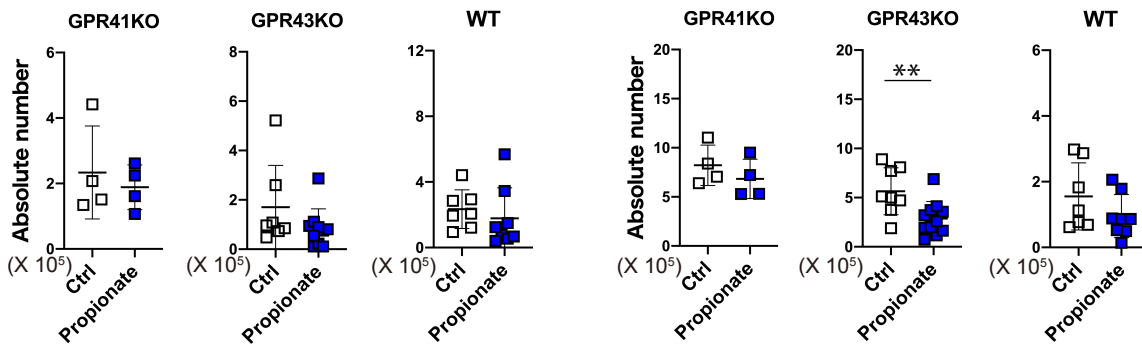

E

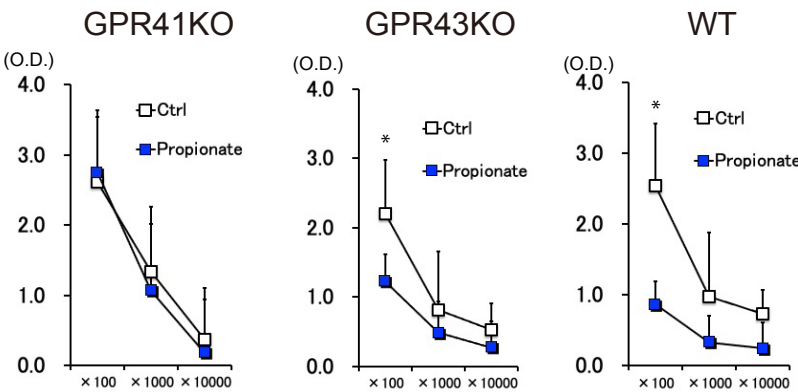

A

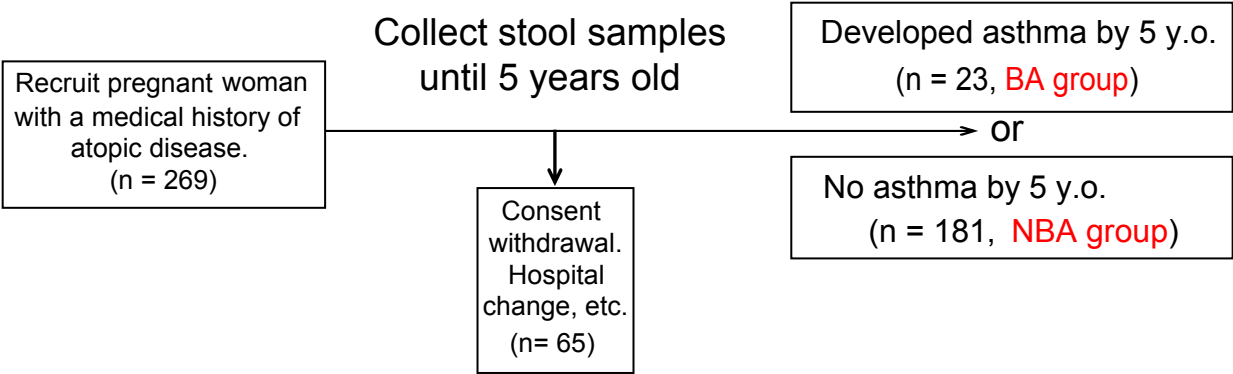

B

|                                 | BA group<br>(n = 23) | NBA group<br>(n = 181) | P value |
|---------------------------------|----------------------|------------------------|---------|
| Male (%)                        | 87.0% (20)           | 47.0% (85)             | <0.001* |
| Caesarean section (%)           | 17.4% (4)            | 32.6% (59)             | 0.137   |
| Infant eczema (%)               | 21.7% (5)            | 31.5% (57)             | 0.338   |
| Food allergy (%)                | 26.0% (6)            | 5.5% (10)              | 0.002*  |
| Atopic dermatitis (%)           | 47.8% (11)           | 11.0% (20)             | <0.001* |
| Hospitalized with pneumonia (%) | 4.3% (1)             | 2.8% (5)               | 0.672   |
| Birth weight (g)                | 2956.0               | 3032.0                 | 0.473   |
| Gestation period (Day)          | 272.2                | 275.1                  | 0.345   |
| Age of Mother (y.o.)            | 35.4                 | 33.0                   | 0.110   |
| Nutrition form (Breast milk)    | 100% (23)            | 96.1% (171)            | >0.999  |
| Cat breeding (%)                | 4.3% (1)             | 5.5% (10)              | >0.999  |
| Dog breeding (%)                | 8.7% (2)             | 15.5% (28)             | 0.540   |
| S. aureus skin colonization (%) | 39.1% (9)            | 45.3% (82)             | 0.659   |
| FGL mutation (%)                | 4.3% (1)             | 9.4% (16)              | >0.999  |
| History of Antibiotic use (%)   | 13.0% (3)            | 9.9% (18)              | >0.999  |

A

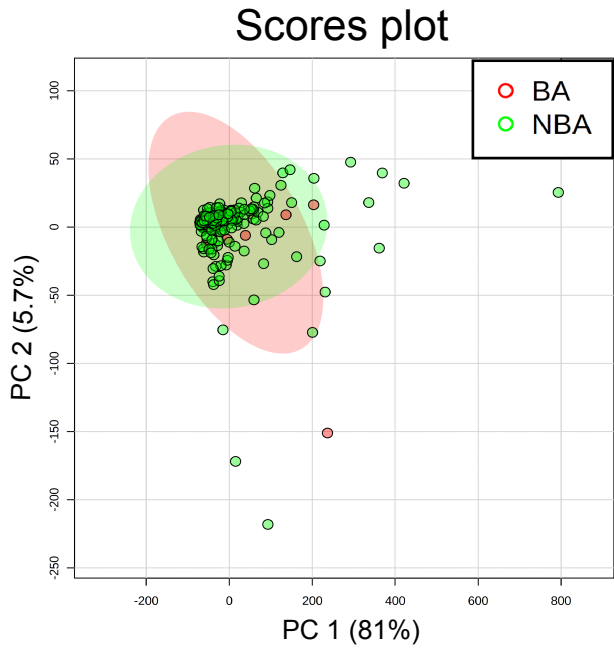

B

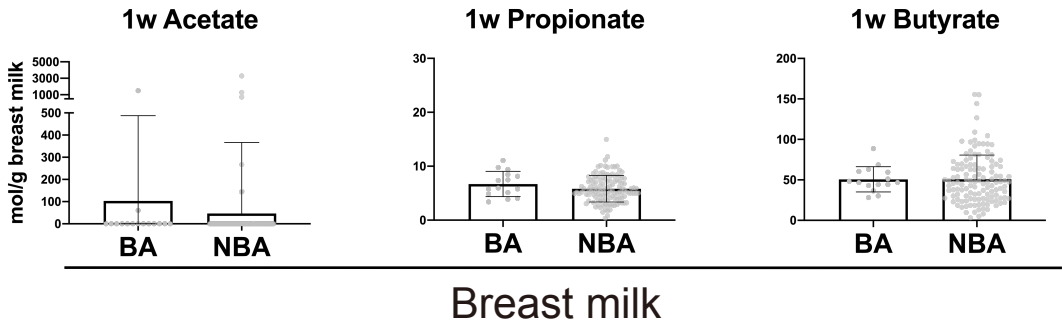

C

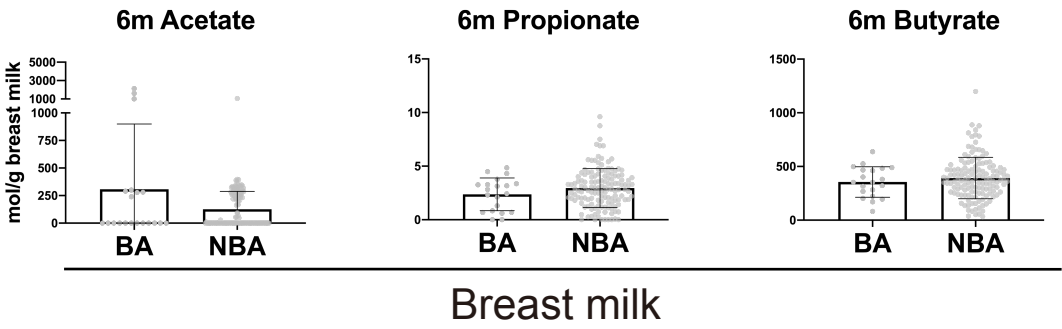

D

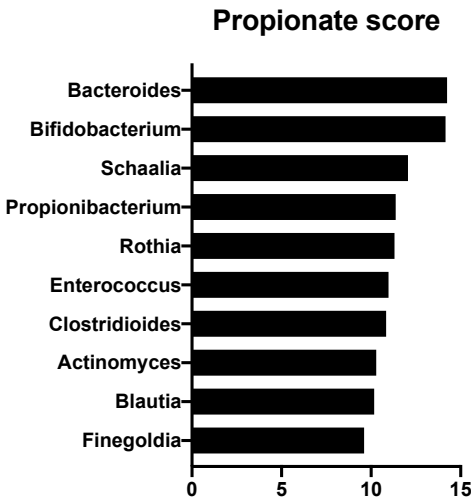

E

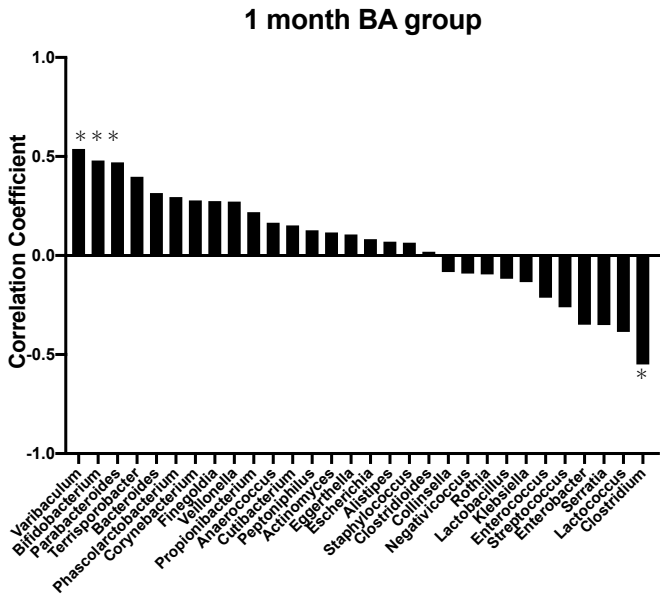

**Supplement:** Supplemental Material

# Supplementary material for: The propionate-GPR41 axis in infancy protects from subsequent bronchial asthma onset
**Source:** Gut Microbes. 2023 May 2;15(1):2206507. doi: 10.1080/19490976.2023.2206507
**Supplement:** Supplemental Material

**Supplementary Figure 1: Propionate intake attenuates eosinophilic airway inflammation.**

**(A)** the level of propionate in the feces of 3-week-old offspring fed SCFAs and control water. Data are mean ± SD. *p < 0.05 and **p < 0.01 by one-way ANOVA and Tukey’s test. **(B)** the level of propionate in the feces of 3-week-old offspring housed in cages with wire net flooring where feces did not come in contact with the offspring mice. Data are mean ± SD. *p < 0.05 and **p < 0.01 by Student’s t-test. **(C-F)** The percentage **(C, D)** and absolute numbers **(E, F)** of inflammatory cells in the bronchoalveolar lavage **(C, E)** and the lung tissue **(D, F)** were evaluated in offspring mice whose mother mice were fed SCFAs or control water starting immediately after birth. Data are mean ± SD. *p < 0.05 and **p < 0.01 by one-way ANOVA and Tukey’s test. **(G-J)** The percentage **(G, H)** and absolute numbers **(I, J)** of inflammatory cells in the bronchoalveolar lavage **(G, I)** and the lung tissue **(H, J)** were evaluated 72 h after the last House Dust Mite challenge in male mice. Data are mean ± SD. *p < 0.05 and **p < 0.01 by one-way ANOVA and Tukey’s test.

**Supplementary Figure 2: GPR41 deficiency eliminates the inhibitory effect of oral propionate administration on HDM-specific antibody production.**

**(A-D)** The percentage **(A, C)** and absolute number **(B, D)** of neutrophils and CD4^+^ T cells in the bronchoalveolar lavage **(A, C)** and lung **(B, D)** were evaluated 72h after the last HDM challenge. Data are mean ± SD. *p < 0.05 and **p < 0.01 by Student’s t-test. **(E)** Serum levels of HDM-specific IgG1. Data are mean ± SD. *p < 0.05 by Student’s t-test.

**Supplementary Figure 3: Overview of the cohort study.**

**(A)** Summary of the participants in this cohort. **(B)** Background characteristics of the metadata of the BA and NBA groups. p values are based on the chi-square test.

**Supplementary Figure 4: The concentrations of breast milk SCFAs.**

**(A)** Principal Coordinates Analysis scores plots of water-soluble metabolites in the breast milk based on weighted and unweighted UniFrac distances between the BA group and the NBA group. **(B, C)** The concentration of acetate, propionate and butyrate in the breast milk at 1 week **(B)** and 6 months old **(C).** The SCFAs were measured by gas chromatography and normalized to weight. Data are mean ± SD. **(D)** Bar chart of predictive scores for propionate by random forest model. **(E)** Bar chart of correlation coefficients of fecal propionate with the relative abundance of fecal bacterial genus in 1-month-old babies in the BA group. *p < 0.05 by Spearman's rank correlation coefficient.

How the deposited data were processed for this re-analysis (not part of the article)

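RNA from eosinophils sorted from the small intestinal lamina propria was measured by RNA sequencing in 2 control and 2 propionate libraries. The authors counted single-end reads on genes with featureCounts and deposited whole-number counts per gene without normalization; the TPM values that the methods name were not used here. The aligner, genome build, annotation and strand setting are not named in the paper's text. Group and replicate number were taken from the sample labels and the dose of 200 mM from the methods. 0 columns of other samples were left out. Gene symbols were used as deposited, and the RefSeq gene table of GRCm38.p6 served only for names.

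The analysis had been planned for TPM with limma. Since the deposited values were counts, edgeR's quasi-likelihood test was used in its place, and filters planned on the mean in TPM were applied to the mean in CPM. The total counts ranged from 69256697 to 80239924, and counting error was small beside the spread between libraries. The common biological coefficient of variation was 0.252.

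R 4.3.3 was used with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0, and Python 3.11.15 with matplotlib 3.10.9 for figures. Genes with a mean of at least 1 CPM over the 4 libraries were kept (13165 of 23948 genes), library sizes were scaled by TMM, and propionate was tested against control with no covariate, at an adjusted p under 0.05. Log2 differences without a test were taken on log2(CPM + 1), which understates the change of low genes. Leaving out 1 library left 1 in its group, and no test was run on those fits. Near-identical gene copies, such as the haemoglobin genes Hba-a1 and Hba-a2, and overlapping genes can share or split reads in the counting and are uncertain.

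The named genes were set by a rule written before the data were examined: every Tlr gene, Ffar3 and Ffar2, Xist and 4 Y-linked genes, and the 5 largest rises and 5 largest falls. The last were to be taken from genes past an adjusted p of 0.05, or, as applied here, from genes with a mean of at least 5 CPM and groups that did not overlap. 12 lists of cell type marker genes (eosinophil; T, NK and innate lymphoid; macrophage and monocyte; dendritic; B and plasma; mast; neutrophil; epithelial; Paneth and goblet; enteroendocrine; stromal; erythroid), the TLR list and the TLR signaling list were also written before the counts were examined, but after Fig. 4c had been seen. List genes without a row in the counts were not analysed here. Lists were tested with limma's camera at a preset correlation of 0.01, with the estimated correlation and limma's fry as alternatives. No Gene Ontology table was used here, so the enrichment in Fig. 4d was not recomputed.

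The alternatives were no filter, genes with a count in any library, a mean of at least 5 CPM, median-ratio scaling, quantile normalization, limma without trend, a pseudocount of 0.1, the replicate number as a block, DESeq2, and leaving out each library in turn. Quantile normalization and the pseudocount do not enter a count test and were run with limma on log2(CPM + pseudocount). limma with trend on log2(CPM + 1) and the Reactome set were added after the data were seen.

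The edgeR test was tested on simulated counts for the 13165 genes, with the fitted dispersion of each gene and 200 genes changed by a known factor. It called 9 of the 200 genes at a change of 2-fold, 173 at 4-fold and 197 at 8-fold, with 6, 17 and 28 false calls. At this spread a 2-fold change of a single gene was thus mostly not detectable. These rates are taken over 200 genes changed together and need not hold for a gene with a wide spread between libraries.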

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

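The tests in this part were chosen after the results were seen, except that of the further epithelial genes against both control libraries, which were listed before their values were looked at. Lists of marker genes that the paper does not discuss were compared between the groups, and 4 lists had at least as many genes with both propionate libraries above both control libraries as genes without. Over all genes tested, 17.5% lay so.

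The erythroid list had 5 of 5 tested genes higher in both propionate libraries (median log2 fold change 1.45). 4 of these were haemoglobin genes. Hbb-bs had 1462 and 1687 counts in the control and 3684 and 4583 in the propionate libraries, and no gene passed in edgeR (adjusted p = 0.970 for Hbb-bs), while DESeq2 called all 4 (adjusted p = 7.1e-07 for Hbb-bs). Without each library in turn its median log2 difference stayed between 1.25 and 1.52. The list's camera p, adjusted over the 12 lists, was 5.9e-19 with the preset correlation, 0.207 with the estimated correlation and 0.0833 with fry. Reads split between near-identical copies would leave the sum over copies unchanged, but the sums over 2 of 2 pairs (Hba-a1 with Hba-a2, Hbb-bs with Hbb-bt) were higher in both propionate libraries, by 1.48 and 1.42 on the log2 scale. Scaling between libraries was argued against by the raw counts, which were 2.36 to 2.94 times as high in the propionate group for 4 of 4 genes although its libraries were shallower. More red-cell RNA in the propionate libraries stays open as a candidate explanation. The only other tested gene of the list, Alas2, was higher in both propionate libraries (1 of 1 gene; log2 fold change 0.64), which is too few genes to decide. An effect of propionate on the cells was not tested apart from this.

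The epithelial list had 8 of 16 genes, the Paneth and goblet list 8 of 12 and the enteroendocrine list 4 of 6 higher in both propionate libraries, with median log2 fold changes of 0.49, 0.52 and 0.45. Without control replicate 2 the median log2 differences were 0.27, 0.24 and 0.42, against 0.47, 0.52 and 0.42 over all libraries. The lists had 0.71, 0.48 and 0.23 without propionate replicate 1, and 0.28, 0.53 and 0.60 without propionate replicate 2. Their adjusted camera p was 2.4e-10, 2.5e-07 and 0.00723 with the preset correlation, 0.470 each with the estimated one and 0.623 each with fry. Dilution by macrophage RNA in control replicate 2 would lower all other cell types alike there. It is argued against for the enteroendocrine list, of which 2 of 6 genes were lower in control replicate 2 than in control replicate 1 (median log2 difference 0.18). It is also argued against as the whole cause for the other lists, since the epithelial list was lower there for 16 of 16 genes (-0.55), while 4 of the 9 lists apart from the macrophage, epithelial, and Paneth and goblet lists had a higher median there, the erythroid list for 5 of 5 genes (0.12). More epithelial RNA in the propionate libraries may contribute. Of 24 further epithelial genes outside the lists, 9 (37.5%) were higher in both propionate libraries than in both control libraries, against 17.5% of all genes tested, and 22 had a higher mean, with a median log2 difference of 0.39. Against control replicate 1 alone, 9 (37.5%) were higher in both propionate libraries, against 32.8% of all genes tested, and the median log2 difference was 0.14. For these genes, more epithelial RNA in the propionate libraries therefore cannot be told apart from less of it in control replicate 2 alone. Whether this came from the sort or from the animals was not tested, and Lyz1 stands in both the Paneth and goblet and the macrophage list. Of the enteroendocrine genes, Sst and Gcg were higher in both propionate libraries by a small margin only. Sst had 46.5 CPM in control replicate 2 and 46.9 CPM in propionate replicate 2, and Gcg had 1.58 and 1.77 CPM.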

How the results depend on the processing

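The alternatives were chosen before the data were examined, except where said. The count of 0 genes at an adjusted p under 0.05 held under no filter, a count in any library, a mean of at least 5 CPM, median-ratio scaling, quantile normalization, limma without trend, a pseudocount of 0.1 with limma, the replicate block and limma with trend (added after the data were seen). DESeq2 gave 15 genes (12 higher, 3 lower), 1 of them, Ins2, from 336 counts in propionate replicate 1 and 0 counts in the other libraries. The cause was not tested. The other calls had both propionate libraries on one side of both control libraries. Fkbp5 had 4748 and 4874 counts in the control and 2409 and 2409 in the propionate libraries. Cilp and Fbn2 were highest in propionate replicate 1, with 1485 and 464 counts against 346 and 88 in propionate replicate 2. Unadjusted counts, which were not taken for the setting with no filter, ranged from 309 to 865 genes across the other settings, against 472. At the fitted spread the simulation recovered 4.5% of 2-fold and 86.5% of 4-fold changes, so the count of 0 says little of changes near 2-fold. The count of 0 does not exclude larger changes either, in genes with a wide spread between libraries. Cilp was fitted as 6.57-fold higher, and Siglec1 and Tlr8 as 6.02-fold and 4.40-fold lower, each at an adjusted p of 0.970 in edgeR. The standard errors of their log2 fold changes were 0.73, 0.98 and 0.97.

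The deviations of same-numbered libraries from their group means had a correlation of 0.207 across genes, which are not independent replicates. With 2 pairs and no statement of what a number marks, the numbers were not taken to pair the libraries. With the replicate number as a replicate block, 0 genes passed and 865 had an unadjusted p under 0.05, 454 of them higher, against 325 of 472 without it, where 658 would be reached by chance.

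The camera calls with the preset correlation held under every filter, scaling and limma setting run for the TLR genes, the TLR signaling list and the macrophage, epithelial, Paneth and goblet, stromal and erythroid lists. They were lost under the estimated correlation (p = 0.248 for TLR genes, 0.242 for TLR signaling, 0 of 12 cell type lists against 6), which was larger than the preset one for the lists with a call. Its size was not the whole reason. For the eosinophil list the estimated correlation was -0.0125, below the preset one, yet the unadjusted camera p rose from 0.255 to 0.357. The calls were also lost under fry (0.421, 0.360 and 0 lists), for which the reason was not tested. The enteroendocrine call was also lost at a mean of at least 5 CPM (adjusted p = 0.0689), where fewer of its genes were tested. The other sets, without a call, reversed direction for the T, NK and innate lymphoid list at a mean of at least 5 CPM (adjusted p = 0.986) and for the neutrophil list at the same filter (0.986), with a count in any library (0.747) and under fry (0.965). Tlr5 (-0.054) and Tlr11 (-0.088) reversed under quantile normalization with limma. The cause was not tested.

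The number of genes at least 2-fold changed with groups apart was 172 and ranged from 131 to 167 under the filters and scalings, with 46 lower genes among 147 under quantile normalization against 34 among 172. It was 325 with a pseudocount of 0.1, by which low genes reach 2-fold more easily. Across the 4 fits that each left out 1 library it ranged from 150 to 610. It was 536 without control replicate 1 and 610 without propionate replicate 2, and 179 without control replicate 2 and 150 without propionate replicate 1. With 3 libraries chance leaves the groups apart in 66.7% of genes, against 33.3% with 4, so these counts are not of the same form as the 172. The number of lower genes ranged from 14 to 313 and exceeded that of higher genes only without control replicate 1. The cause of these differences among the 4 fits was not tested.

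Set tests and counts of adjusted p were not computed with a library left out, where 1 group held only 1 library. Leaving out a library changed directions. Across these 4 fits the log2 fold change ranged from -0.95 to 0.45 for Tlr2, from -2.96 to -0.055 for Tlr8 and from -1.58 to 0.16 for Tlr9, with the highest value of each without control replicate 2. Of the 95 genes printed as upregulated in Fig. 4c, 5 to 82 were higher in the propionate group, and of the 43 printed as downregulated, 1 to 36 were lower. Of the genes ranked highest by weighted average difference, 44 to 103 were higher.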

Differences from the paper's values

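The paper counts about 110 genes as upregulated in Fig. 4c and 56 as downregulated, and the edgeR test gave 0 and 0 at an adjusted p under 0.05. The paper's counts came from a weighted mean difference method, so the measures differ in kind. DESeq2 came to 12 and 3, and none of the alternatives set before the data were examined closed the gap. DESeq2 called 1 gene that Fig. 4c prints, Ins2, which the paper gives as downregulated and whose counts were higher in propionate replicate 1 alone.

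With the weighted average difference ranking and the paper's number of changed genes, 80 were higher against the paper's count of about 110 in Fig. 4c, and 86 were lower against the paper's 56. The lower count came within 1.5 times of the paper's with quantile normalization (79), with a pseudocount of 0.1 (77), without control replicate 2 (63) and without propionate replicate 2 (73), and did not with a count in any library (87), a mean of at least 5 CPM (92), median-ratio scaling (88), without control replicate 1 (122) or without propionate replicate 1 (88).

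The paper prints Tlr2, Tlr8 and Tlr9 among the upregulated genes in Fig. 4c, while their fitted log2 fold changes were -0.41, -2.14 and -0.95 under the sample labels. They had the paper's direction without control replicate 2 for Tlr2 (0.45) and Tlr9 (0.16). Of the 95 tested genes printed as upregulated, 84 had a lower mean in the propionate group, and of the 43 printed as downregulated, 25 had a higher mean. With the libraries set against each other by replicate number in place of group, a comparison chosen after the values were seen, 92 of the 95 were higher and 43 of the 43 lower in replicate 2, and the log2 differences of Tlr2, Tlr8 and Tlr9 were 1.11, 2.42 and 1.37, while the ranking held 115 higher and 51 lower genes.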

Other observations

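The tests in this part were chosen after the results were seen, except that of the genes that escape X inactivation, which was set down before their values were looked at.

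The genes printed in Fig. 4c separated the libraries by replicate number and not by group. All 3 splits of the 4 libraries into pairs were compared, as a description without a test, since the printed lists are incomplete. Of the 95 tested genes printed as upregulated, 86 were higher in both libraries of replicate 2 than in both of replicate 1, a share of 90.5% against 23.6% of all genes tested. In the labelled split 2 of the 95 lay higher in both propionate libraries, and in the remaining split (control 2 and propionate 1 against control 1 and propionate 2) 1 did. Of the 43 printed as downregulated, 39 (90.7%) were lower in both libraries of replicate 2, against 19.7% of all genes, while 0 and 2 lay so in the other splits. The median log2 difference between replicates 2 and 1 was 1.15 for the former and -1.07 for the latter. Of the 12 TLR genes, 11 had a higher fitted mean in replicate 2 (adjusted p = 0.464 for Tlr2, 0.493 for Tlr8 and 0.482 for Tlr9 in edgeR). No split gave a gene at an adjusted p under 0.05. At an unadjusted p under 0.05, the labelled split gave 472 genes, the split by replicate number 1296 and the remaining split 265. The 3 splits are too few to set a count apart from chance.

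Depth is argued against as the source of this pattern, since 90 of the 95 genes were higher in propionate replicate 2 than in the deeper control replicate 1, against 55.2% of all genes. A candidate explanation is that the listing compared the libraries in another grouping than their labels give, with the pairs of equal replicate number set against each other (86 of 95 genes). Whether labels were exchanged before the counts were made, in the deposited table or in the comparison behind the figure would leave the same values, and no value here tells which. More macrophage RNA in both libraries of replicate 2 was weighed as well. Of the 15 tested macrophage list genes outside the figure, 6 (40.0%) were higher in both, against 23.6% of all genes, which is too few to decide, and the macrophage list held 7 further genes that the figure prints. A difference between animals that follows the replicate number also stays open as a reason why the libraries differ by number. The sex-linked genes described below followed the replicate number, and Ddx3y, Eif2s3y and Kdm5d are printed as downregulated in Fig. 4c. A difference shared by replicate 2 of both groups, in animals or in macrophage RNA, would not by itself separate the labelled groups. Alone it therefore does not explain why the figure prints these genes as changed with propionate. Whether litters differed was not tested.

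Control replicate 2 stood apart in macrophage genes. Cd163 had 11180 counts there against 574, 819 and 427 in control replicate 1 and propionate replicates 1 and 2, and Apoe had 480162 against 99618, 58371 and 101866. Of the 15 macrophage list genes outside the figure, 12 were highest in control replicate 2, against 26.6% of all genes, with a median log2 excess over the next library of 1.83. The count restates the pattern over the list, which includes Cd163 and Apoe. It therefore cannot tell more macrophage RNA in that library, which stays a candidate, from another cause. A lower share of eosinophil RNA alone would raise the lists of all other cell types alike, but 6 of 10 lists had a lower median in control replicate 2 than in control replicate 1 (mast -1.95; T, NK and innate lymphoid -0.62), while the macrophage list was higher by 1.90. The labelled comparison of the list had an adjusted camera p of 2.3e-09 with the preset correlation, 0.470 with the estimated correlation and 0.898 with fry. Without control replicate 2, 11 of its 22 tested genes were higher and 11 lower in the propionate group. The eosinophil list had a median log2 fold change of -0.14 between the groups (adjusted p = 0.382 by limma's camera test), and a median log2 difference of 0.12 without propionate replicate 2.

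Y-linked genes were lower and Xist higher in replicate 2 of both groups. Ddx3y had 155, 56.9, 115 and 34.1 CPM in control replicates 1 and 2 and propionate replicates 1 and 2, and Eif2s3y, Kdm5d and Uty were ordered likewise within each group. Xist had 204, 390.5, 235 and 475 CPM in the same order. All were present in all 4 libraries, which is consistent with each library holding cells of both sexes in different shares. Of 4 genes that escape X inactivation, 3 (Kdm6a, Eif2s3x and Kdm5c) were higher in both libraries of replicate 2 and Ddx3x was not, with a median log2 difference of 0.19. Neither Xist (log2 fold change 0.25, adjusted p = 0.984 in edgeR) nor the Y-linked genes (lowest adjusted p 0.978 in edgeR) differed between the groups beyond their spread. Leaving out 1 library in turn moved the log2 fold change of Xist between -0.34 and 0.76 and that of Ddx3y between -1.64 and 0.40.

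The genes of the propionate receptors GPR41 (Ffar3) and GPR43 (Ffar2) were measured in these libraries, although the paper measured Gpr41 by qPCR in other samples (Fig. 4a). Ffar3 had 0.895 and 0.376 CPM in the control and 0.701 and 1.39 CPM in the propionate libraries, a mean of 0.845 CPM, under the filter, and was not tested. Ffar2 had 8465 and 6298 counts in the control and 6999 and 7826 in the propionate libraries, 96.5 ± 21.1 and 103 ± 6.88 CPM (SD, n = 2), with a log2 fold change of 0.095 (standard error 0.19, adjusted p = 0.987 in edgeR), which was -0.15 without control replicate 2.

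The remaining lists had no adjusted camera p under 0.05 except the stromal list (5.6e-08 with the preset correlation, 0.470 with the estimated correlation, 0.875 with fry; mean log2 level 7.15 in propionate replicate 1 against 5.63, 5.40 and 5.71 in control replicates 1 and 2 and propionate replicate 2, and a median log2 difference of 0.13 without propionate replicate 1). The values were 0.593 for the T, NK and innate lymphoid, the B and plasma and the mast lists, 0.241 for the dendritic list and 0.909 for the neutrophil list. Without propionate replicate 1 the median log2 difference of the mast list was 1.04, and without control replicate 2 it was -0.72, against 0.17 over all libraries.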
